# Transcriptomic, Metabolomic and Ionomic Analyses Reveal Early Modulation of Leaf Mineral Content in *Brassica napus* under Mild or Severe Drought

**DOI:** 10.3390/ijms23020781

**Published:** 2022-01-11

**Authors:** Aurélien D’Oria, Lun Jing, Mustapha Arkoun, Sylvain Pluchon, Stéphanie Pateyron, Jacques Trouverie, Philippe Etienne, Sylvain Diquélou, Alain Ourry

**Keywords:** abscisic acid, genes related to transport, glutathione, ionome, jasmonic acid, mineral nutrition, proline, water deficit

## Abstract

While it is generally acknowledged that drought is one of the main abiotic factors affecting plant growth, how mineral nutrition is specifically and negatively affected by water deficit has received very little attention, other than being analyzed as a consequence of reduced growth. Therefore, *Brassica napus* plants were subjected to a gradual onset of water deficits (mild, severe, or severe extended), and leaves were analyzed at the ionomic, transcriptomic and metabolic levels. The number of Differentially Expressed Genes (DEGs) and of the most differentially accumulated metabolites increased from mild (525 DEGs, 57 metabolites) to severe (5454 DEGs, 78 metabolites) and severe extended (9346 DEGs, 95 metabolites) water deficit. Gene ontology enrichment analysis of the 11,747 DEGs identified revealed that ion transport was one of the most significant processes affected, even under mild water deficit, and this was also confirmed by the shift in ionomic composition (mostly micronutrients with a strong decrease in Mo, Fe, Zn, and Mn in leaves) that occurred well before growth reduction. The metabolomic data and most of the transcriptomic data suggested that well-known early leaf responses to drought such as phytohormone metabolism (ABA and JA), proline accumulation, and oxidative stress defense were induced later than repression of genes related to nutrient transport.

## 1. Introduction

Drought is one of the most important environmental factors that limit plant growth and productivity. In the context of global climate change, the frequency and intensity of abiotic constraints faced by plants tend to increase [1], including water deficit, which negatively impacts not only crop yield [2,3,4] but also the quality of harvested products [5,6,7,8,9]. As the world population increases exponentially, research needs to contend with a double challenge, ensuring food security and safety [10,11,12]. Hence, numerous studies have been undertaken to explore the effects of water stress across diverse plant species, and these have enabled the identification of useful molecular and metabolic traits for breeding programs targeting improvements in plant resilience to drought [13,14,15,16,17].

Water deficit induces many changes at the morphological, biochemical, physiological, and molecular levels in all plant organs [18,19,20,21]. Overall, the plant response comprises a complex and dynamic process aimed at minimizing water loss and optimizing water uptake under suboptimal water regimes. The main alterations have included perception and signaling cascades [22], gene expression regulation [23,24,25,26], phytohormone induction [27,28,29,30], reactive oxygen species scavenging [31,32,33], cell membrane structure modulation, osmolyte synthesis, and activation of ion channels [34,35], as well as metabolic modifications involving carbohydrates [36,37,38], amino acids and fatty acids [39,40]. These modifications can result in marked accelerations in phenology, promotion of the growth and architectural modification of roots, negative impacts on shoot growth, induction of leaf rolling, and changes to stomatal density and cuticular wax content [21]. Water limitation also causes cell dehydration, which disturbs cellular homeostasis and, in turn, results in ionic and osmotic stress. Further, osmotic adjustment thus implies ion movements and accumulation of carbohydrate and osmoprotectant molecules [27,39]. In order to retain water, stomatal closure is mediated by ABA accumulation in particular [28], reducing the transpiration rate but negatively affecting CO_2_ diffusion and ultimately leading to a decline in photosynthesis activity [23]. Moreover, water deficit also triggers oxidative stress, which produces reactive oxygen species (ROS) and causes damage to membranes, proteins, and DNA structures. 

Over the last few decades, the emergence of high-throughput “omics” techniques has enabled analysis of changes in the transcriptome [41,42,43,44,45], metabolome [46], and proteome [40,47,48] of tolerant and susceptible cultivars and has given access to a more holistic view of plant responses to water stress. However, to our knowledge, relatively few studies have been performed on the specific effects of drought on mineral nutrition because it is usually implicitly assumed that reduced uptake of minerals is a direct consequence of reduced growth. Indeed, the negative impact of water stress on plant mineral content is essentially explained by a reduction in the transpiration rate [34] or through the multiple functions of ions that might be missing [49]. However, recent studies attempting to decipher the mechanistic adjustments in plants growing under nutrient deficiencies [50,51,52,53] have proven the potential interest to study ion uptake and transport regulation in cases of other abiotic stresses such as drought. For that purpose, novel approaches such as examination of the functional ionome comprising all mineral elements, whether essential or non-essential for plant life [54,55], has emerged as a field of investigation [55,56,57,58,59,60,61], and recently variation in ion profiles during drought periods have been revealed [62,63,64]. For example, *Arabidopsis* is affected by moderate or severe water stress, and it shows an accumulation of Mn, Na, and Cu in leaves while Fe content is strongly reduced [62]. In recent work conducted with *B. napus* and *T. aestivum* [65], drought had an earlier and more substantial negative impact on the uptake of Fe, Zn, Mn, and Mo than for most of the other physiological and morphological parameters assessed in the two species. Moreover, it was shown that genes encoding transporters for these elements were down-regulated (in the case of Mo) or indicated a mixed pattern combining up or down-regulation (for example, Fe, Zn, and Mn). Such molecular regulation was found well before a reduction in growth, suggesting that regulation of mineral nutrition was one of the earliest responses to drought. These works pave the way for a better understanding of ionomic changes under water constraint and offer research perspectives into genes and regulatory pathways that should enable improvements in plant resilience to water stress. 

Therefore, because the mechanisms that lead to modifications of mineral nutrition in response to drought are currently poorly documented, this study in *Brassica napus* proposes to investigate them via broad transcriptomic and metabolic approaches coupled with quantification of the leaf ionome. Thus, some mechanisms already described as being involved early in adaptation to drought, such as ABA synthesis, proline accumulation, and responses to oxidative stress, were monitored kinetically alongside the expression of genes known to be involved in mineral nutrient transport. For this purpose, plants at the vegetative stage exposed to a gradual onset of water deficit managed with a high-throughput phenotyping platform were used to study the chronology of molecular and ionomic modifications in the leaves of plants facing drought conditions. 

## 2. Results

### 2.1. General Effect of Water Deficit on Growth 

Compared to control plants, the shoot and root biomasses of *B. napus* were not significantly altered after 5 days (d) and 11 d in plants exposed to a water shortage (Figure 1), considered as either mild or severe water deficit (WD), respectively. Nevertheless, after 11 d a slight but non-significant increase in root biomass was observed compared to control plants. However, at 20 d, the WD exposure (corresponding to (i) 11 days of water shortage during which water content (WC) dropped to 25% of field capacity (FC) followed by (ii) 9 days maintained at this level by automatic watering (Figure 2), led to a significant decrease in both the shoot and the root biomass compared to the control. In shoots, this biomass decrease was mainly due to a one-third reduction in the number of newly developed leaves from the start of the WD exposure (data not shown). 

### 2.2. Overview of the Leaf Transcriptome and Metabolome of Brassica napus Exposed to Water Deficit 

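Leaf RNA of control plants and of plants under water deficit (WD) was sequenced at 5 d, 11 d and 20 d, with 3 libraries in each of the 6 groups. The authors trimmed the reads, removed rRNA sequences, mapped the read pairs to the *B. napus* genome and deposited the number of pairs counted on each annotated gene, without normalization or filter. Only pairs placed at 1 locus were counted on genes, so a pair shared by near-identical gene copies was counted on neither copy; between 7.77% and 9.13% of the pairs of a library were placed at several loci. The counts on the annotated strand were used. The files held between 15987514 and 38302873 pairs per library, with a median of 18993574. Of these, between 81.2% and 84.2% were counted on genes, or between 93.0% and 94.7% of the pairs placed at 1 locus when both strands were taken. The gene counts, on which all values rest, ranged from 13263953 to 22242737 in the 5 d controls (median 14904996) and from 14054531 to 15945572 in the 5 d WD libraries (median 15728980). They ranged from 13564707 to 16318258 in the 11 d controls (median 14158690) and from 15692428 to 18154890 in the 11 d WD libraries (median 16601164). At 20 d they ranged from 14088868 to 31112368 in the controls (median 15522548) and from 13584904 to 19766574 in the WD libraries (median 16473694). The 54274 genes with a CPM (counts scaled to library size by edgeR) of at least 0.6 in at least 3 of the 18 libraries were kept, and libraries were scaled by edgeR's TMM method. Principal components were computed on log2(normalized count + 1), centred and not scaled to unit variance. Differential expression between WD and control at each harvest was tested by edgeR's quasi-likelihood test in one model of all 18 libraries, with the replicate number as a block, as in the model described by the paper, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p of at most 0.05 were called differentially expressed genes (DEGs). Standard errors of log2 fold changes are approximate: they were taken as the absolute log2 fold change divided by the square root of the test's F statistic.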

Principal component analysis (PCA) of the total RNA-sequencing (RNA-seq) normalized counts showed that samples were well discriminated along with the first two components (Figure 3A). The first one (PC1), which explained 30% of the variability in leaf transcriptome, was obviously driven by a time-dependent (developmental stage) factor from 5 d to 20 d, whereas the second one (PC2), which explained 20% of the variability was driven by the water deficit applied and well separated the control from WD plants. 

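PC1 held 46.2% and PC2 23.0% of the variance of the 18 libraries. With each gene scaled to unit variance the shares were 31.3% and 20.2%, the alternative that moved PC1 most. The mean PC1 score (± SD, n = 3) was -128 ± 31.6 in the controls and -132 ± 13.5 in the WD plants at 5 d, and 175 ± 30.0 in the controls and 86.3 ± 31.5 in the WD plants at 20 d. The 20 d libraries scored 261 higher than the 5 d libraries on PC1 (two-sided exact permutation test within treatments, p = 0.005, the smallest p that its 400 permutations allow). At 11 d the controls spread from -76.0 to 197 on PC1, whereas the WD libraries lay between -107 and -21.9. On PC2 the WD libraries scored 126 higher than the controls (two-sided exact permutation test within harvests, p = 0.00075, 8000 permutations). The mean PC2 score (± SD, n = 3) of WD and control libraries was -22.6 ± 13.1 and -44.6 ± 22.5 at 5 d, 53.6 ± 49.9 and -87.4 ± 71.0 at 11 d, and 159 ± 19.1 and -57.7 ± 23.2 at 20 d.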

At 5 d, control and WD samples were almost clustered, indicating a more similar transcript expression profile at this time point than at 11 d and 20 d, which was related to the growing number of differentially expressed genes (DEGs) between the different sampling points (Figure 3B,C). 

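The root mean square difference in log2(normalized count + 1) over the tested genes was taken as the distance between 2 libraries. At 5 d, WD and control libraries lay 0.671 apart on average, against 0.559 between WD libraries and 0.659 between controls. At 11 d the mean distance between treatments was 1.16, against 0.787 within WD and 1.14 within controls. At 20 d it was 1.18, against 0.685 within WD and 0.637 within controls, and the smallest distance between treatments (1.12) exceeded the largest within a treatment (0.721). The excess of distances between treatments over those within them gave a one-sided exact permutation p of 0.1 at 5 d and at 20 d, the smallest p that 3 libraries against 3 allow, and of 0.2 at 11 d. The median SD between replicates was 0.209 in WD and 0.243 in control libraries at 5 d, 0.322 and 0.358 at 11 d, and 0.264 and 0.231 at 20 d (log2 normalized counts, 49614 genes with a mean of at least 10 normalized counts).

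**Figure D1:**
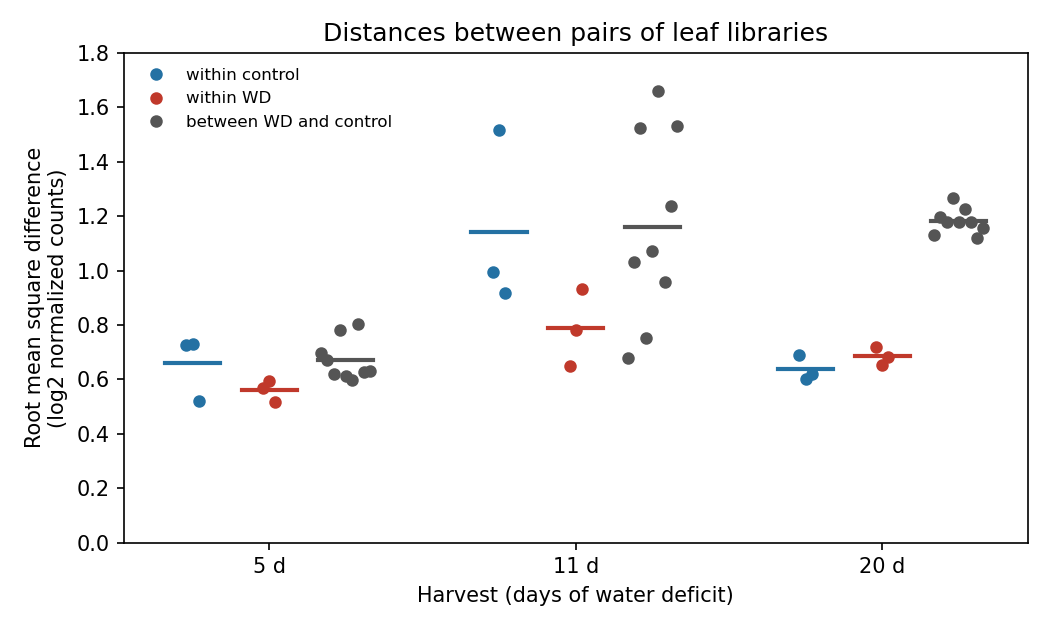
Distance between each pair of libraries of a harvest, as the root mean square difference in log2 normalized counts (points; bars are means), for pairs within the controls, within the WD libraries and between treatments at 5 d, 11 d and 20 d. At 20 d every pair between treatments (at least 1.12) lies above every pair within one (at most 0.721), whereas at 11 d the pairs of controls reach 1.52.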

Indeed, after 5 d of water deficit, 525 genes were differentially expressed with nearly equivalent proportions of upregulated (294) and downregulated (231) DEGs (Figure 3B). In contrast, at 11 d days, the number of DEGs massively increased (10 fold), with an imbalance between upregulated and downregulated genes (2.5 fold more for the latter) in response to the WD. 

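After 5 d of water deficit, 18 of the 54274 tested genes differed between WD and control plants at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), with 12 upregulated and 6 downregulated. Without adjustment, 4047 genes had a p of at most 0.05. The WD and control libraries did not overlap in any of the 18 genes, nor in 19.1% of all tested genes, where chance gives 10%. The number depended strongly on the choice of test and model. The likelihood ratio test gave 204 DEGs, and the 6 libraries of 5 d fitted alone gave 554. When the replicate block was left out, 16 genes passed, 11 of them shared with the 18. A replicate block within each harvest, chosen after seeing the data, gave 19 genes, 8 of them shared with the 18. Deviations from the group means correlated at 0.129 on average between libraries with the same replicate number and at -0.0630 between libraries with different numbers (across genes, which are not independent replicates). Deviations cancel within a group, so here and at the other harvests the second value largely follows from the first. Across the 6 groups of all harvests, which share the block of the main model, same-numbered libraries correlated at -0.00312. With each library of 5 d left out in turn, between 0 and 4 genes passed. BnaA09g34880D had 55.7 ± 7.98 normalized counts (SD, n = 3) under WD and 3.90 ± 0.0714 in the controls, a log2 fold change of 3.81 (standard error 0.57, adjusted p = 0.0411, same test). BnaC08g26070D had 60.9 ± 15.1 and 6.16 ± 1.50, a log2 fold change of 3.32 (standard error 0.37, adjusted p = 0.0243). Among the downregulated genes, BnaA03g42940D had 694 ± 290 and 3238 ± 586 normalized counts, a log2 fold change of -2.25 (standard error 0.30, adjusted p = 0.0281). BnaA09g30450D, annotated as a gibberellin regulated protein in Supplementary Data S3, had 45.0 ± 6.62 and 223 ± 78.7, a log2 fold change of -2.24 (standard error 0.34, adjusted p = 0.042). Of these 4 genes, BnaC08g26070D kept its call in 1 of the 6 fits that left out a library and the others in 0 of the 6.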

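At 11 d, 5447 genes passed the same threshold, 1803 upregulated and 3644 downregulated, or 2.02 downregulated genes for each upregulated gene. Without the replicate block, 2057 genes were upregulated and 4448 downregulated, and 5302 of the 5447 genes were called in the same direction. Under a replicate block within each harvest, chosen after seeing the data, 6154 genes were called, 4773 of the 5447 among them. The correlation of deviations was 0.235 between libraries with the same number and -0.113 between libraries with different numbers. The median absolute log2 fold change of the DEGs was 1.58. In 72.8% of the DEGs the WD and control libraries did not overlap, and in 19.6% of all tested genes, where chance gives 10%. With each of its 6 libraries left out in turn, between 587 and 9327 genes passed, and with its 6 libraries fitted alone 1 gene passed. In the fits with a library left out, upregulated genes ranged from 309 to 2846 and downregulated genes from 278 to 6481. The excess of downregulated genes thus did not hold in every fit. When 11 d was fitted with 20 d only, 242 genes were upregulated and 295 downregulated. The largest falls among genes with at least 10 normalized counts on average and no overlap between treatments were those of BnaC05g02450D, with 796 ± 949 normalized counts (SD, n = 3) in the controls and 0 in the WD libraries (at least 273-fold lower, adjusted p = 0.0149, quasi-likelihood test), and BnaA02g26140D, with 657 ± 710 and 0 (at least 225-fold lower, adjusted p = 0.0143). The largest rises were those of BnaC09g54690D, with 94.3 ± 148 in the WD libraries and 0 in the controls (at least 28.4-fold higher, adjusted p = 0.0284), and BnaC03g71480D, with 46.5 ± 61.9 and 0 (at least 14.0-fold higher, adjusted p = 0.0238). The folds are lower bounds for the ratio of the means, computed against 3 counts per library. Each of these 4 genes lost its call in 3 of the 6 fits that left out a library. In each of them the SD of the higher group exceeded its mean. The controls of BnaA02g26140D held 2.53, 557 and 1411 normalized counts in replicates 1, 2 and 3. Replicate 1 lay below the floor of 2.92, so the fold of this gene rests on replicates 2 and 3.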

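At 20 d, 10241 genes differed between WD and control plants (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.05), 4762 upregulated and 5479 downregulated. Their median absolute log2 fold change was 1.28, and the WD and control libraries did not overlap in 10032 of them, nor in 42.5% of all tested genes, where chance gives 10%. A model with no replicate block gave 4923 genes upregulated and 5791 downregulated, and it called 9734 of the 10241 genes in the same direction. In the model with a replicate block within each harvest, chosen after seeing the data, 13468 genes were called, 9865 of the 10241 among them. Deviations correlated at 0.202 between libraries with the same number and at -0.101 between libraries with different numbers. With DESeq2's size factors in place of TMM, 5053 genes were upregulated and 5027 downregulated. With each of the 6 libraries left out in turn, between 4656 and 6466 genes passed. BnaAnng35040D had 142 ± 109 normalized counts (SD, n = 3) under WD and 0 in the controls (at least 55.5-fold higher, adjusted p = 0.0039), and BnaA04g22810D had 466 ± 184 and 0.701 ± 0.609 (at least 182-fold higher, adjusted p = 0.00876). In the other direction, BnaCnng41800D had 145 ± 64.4 in the controls and 0 under WD (at least 41.1-fold lower, adjusted p = 0.00671), and BnaCnng51060D had 122 ± 50.6 and 0 (at least 34.6-fold lower, adjusted p = 0.0239). The last of these lost its call in 3 of the 6 fits with a library left out; the other 3 kept theirs in all 6.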

After 20 d, the transcriptome of WD plants compared to control was even more modulated, with 9346 DEGs (1.7 fold increase compared to 11 d) that again were in a balanced up/down ratio (1.2).

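Over the 3 harvests, 12592 genes were differentially expressed at least once. At 20 d only, 3677 genes were upregulated and 3467 downregulated. At 11 d only, 718 were upregulated and 1632 downregulated, and at 5 d only a single gene, BnaA02g12280D, which is outside the rule for named genes and was chosen after its values were seen, was downregulated. With the replicate block left out, the total was 13695, with 3690 genes upregulated and 3498 downregulated at 20 d only.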

Evaluation of the distribution of the 11 747 DEGs identified across the three harvest times revealed that most of them were specifically up (3189) or down (2922) differentially expressed at 20 d (Figure 3C). Indeed, 65% of 20 d DEGs were only found at this time point, compared to 38% at 5 d and 40% at 11 d, meaning that the majority of DEGs characterized at these two first time points were also found at others. This is highlighted by the 2119 and 847 genes that were down and upregulated at both 11 d and 20 d, respectively. 

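The share of DEGs found at one harvest only was 69.8% at 20 d, 43.1% at 11 d and 5.56% at 5 d, the last on 18 genes. The shares without the replicate block were 67.1%, 45.8% and 12.5%. Across the 18 fits that each left out one library, the share ranged from 56.5% to 96.4% at 20 d and from 15.9% to 63.9% at 11 d. With each harvest fitted alone it was 97.8% at 20 d and 0% at 11 d, the last on 1 gene. A gene counted at one harvest only could still have moved at another without passing the threshold. Of the 7144 DEGs of 20 d that were not called at 11 d, 87.4% had the same direction at 11 d, and 0 had an adjusted p of at most 0.05 for a difference in response between 20 d and 11 d (2612 had an unadjusted p of at most 0.05). Of the 2350 DEGs of 11 d that were not called at 20 d, 89.2% had the same direction at 20 d. Of the 10224 DEGs of 20 d that were not called at 5 d, 68.2% had the same direction at 5 d, and 377 had an adjusted p of at most 0.05 for a difference in response between 20 d and 5 d. With a replicate block within each harvest, chosen after seeing the data, the difference passed in 24 of the 7144, 10 of the 2350 and 954 of the 10224 genes.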

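At both 11 d and 20 d but not at 5 d, 2004 genes were downregulated and 1070 upregulated. Without the replicate block the numbers were 2285 and 1218. Across the 18 fits that each left out one library, they ranged from 175 to 3739 and from 231 to 1581. In 2 models of 12 libraries they were 184 and 181, and with each harvest fitted alone 1 and 0. Both numbers thus depended strongly on single libraries and on the model. Of the 5447 DEGs of 11 d, 95.2% had the same direction at 20 d and 56.9% were called there. Libraries were also placed on the line from the mean of the 5 d controls (0) to that of the 20 d controls (1). At 11 d the WD libraries lay between 0.153 and 0.346 and the controls between 0.207 and 1.00. At 20 d the WD libraries lay between 0.569 and 0.719 and the controls between 0.906 and 1.08. The shared direction can thus include a shift along this line. Across all tested genes, which are not independent replicates, the log2 fold changes of 11 d and 20 d correlated at 0.763, those of 5 d and 11 d at 0.190, and those of 5 d and 20 d at 0.168.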

A much smaller number of DEGs overlapped between the three-time points and were always up (111) or down (66) differentially expressed during WD. 

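At all 3 harvests, 12 genes were upregulated and 5 downregulated, 17 of the 18 genes called at 5 d. In the model with no replicate block, 10 were upregulated and 4 downregulated. The number was limited by the calls at 5 d: under the likelihood ratio test, 99 genes were called at all 3 harvests in one direction. The named genes BnaA09g34880D, BnaC08g26070D, BnaA03g42940D and BnaA09g30450D were among the 17. Their log2 fold changes were 3.31, 3.57, -1.99 and -2.70 at 11 d, and 3.15, 4.71, -1.20 and -4.67 at 20 d.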

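In all, 6 genes were upregulated at one harvest and downregulated at another, all between 11 d and 20 d, and 9 were without the replicate block. BnaA06g36720D, BnaA08g18800D and BnaC05g37690D were downregulated at 11 d, with log2 fold changes of -1.34, -1.45 and -1.31, and upregulated at 20 d, with 1.38, 0.90 and 1.12. BnaA08g07360D, BnaC05g45140D and BnaC06g02060D were upregulated at 11 d, with 1.99, 1.08 and 0.73, and downregulated at 20 d, with -1.87, -0.99 and -0.79. These 6 genes were chosen after their values were seen. In the model with one replicate block over all harvests the difference in response between 20 d and 11 d passed the threshold in none of them: the adjusted p of the interaction (quasi-likelihood test) ranged from 0.153 to 0.189, and the largest unadjusted p was 0.000192. With a replicate block within each harvest, chosen after seeing the data, it passed in 3 of the 6, with adjusted p from 0.0426 to 0.0962, and 48 genes changed direction.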

Only a very small number of genes (22) changed their regulatory direction (i.e., up or down at different time points).

These sets of genes were used to determine the significantly enriched gene ontology (GO) terms (in “biological process”) with the g:Profiler tool (provided in Supplementary Data S1) and then summarized by removing redundant terms with REVIGO. The most enriched terms after 5, 11, and 20 d in *B. napus* exposed to water deficit are reported in Figure 4 and are all presented in Supplementary Figures S1–S3.

Interestingly, the 525 DEGs at 5 d mostly belong to processes involved in transport (anion transport, GO: 0006820; borate transport, GO: 0046713; L-ornithine transmembrane transport, GO: 1903352), carbohydrate metabolism (disaccharide metabolic process, GO:0005984; oligosaccharide metabolic process, GO:0009311), proline (proline catabolic process, GO:0006562), and redox homeostasis (response to oxygen-containing compound, GO:1901700) (Figure 4A). 

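The GO annotation was not used here. Of the 18 genes called at 5 d, 5 are in the 1999 genes of Supplementary Data S3 that were read. Their annotations are a RING-type zinc finger (BnaA06g09010D, log2 fold change 2.80), a Dof-type zinc finger (BnaA09g29270D, -1.68), a gibberellin regulated protein, a CP12 domain (BnaC06g37420D, 2.12) and an entry with no data (BnaCnng26720D, -2.09); the members outside the rule for named genes were chosen after their values were seen. For the proline catabolic process, proline dehydrogenase BnaAnng07910D had 18.5 ± 11.7 normalized counts (SD, n = 3) under WD and 42.9 ± 20.8 in the controls at 5 d, a log2 fold change of -1.22 (standard error 0.56, adjusted p = 0.664, edgeR's quasi-likelihood test).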

Overall, these processes were also enriched at 11 d and particularly at 20 d (Figure 4B,C). At 11 d, a large proportion of specific DEGs were found to be related to phosphorylation (protein phosphorylation, GO:0006468; protein autophosphorylation, GO:0046777; phosphorus metabolic process, GO:0006793) and defense processes (defense response, GO:0006952), while the other DEGs, not specific to 11 d, were particularly related to amino acids (Figure 4B). 

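Of the 1999 genes of Supplementary Data S3 that were read, all of which the authors listed as DEGs, 469 were called at 11 d only. Genes annotated as protein kinases made up 199 of the list, and 74 of these (37.2%) were called at 11 d only, against 21.9% of the other genes (odds ratio 2.11, two-sided Fisher's exact test, p = 5.6e-06, adjusted p = 1.7e-05 over 3 families). Fisher's exact test gave an odds ratio of 2.07 (p = 4.8e-06) without the replicate block. The test takes genes as independent, which they are not, since all were measured in the same plants. The odds ratio was not computed in the fits that left out a library, where the DEGs of 11 d ranged from 587 to 9327. The background holds DEGs only, so the test compares harvests within DEGs. It covers only the part of the paper's list that was read, and the remaining DEGs were not tested for this family. Of the 74 kinase genes, 67 had a lower expression under WD at 20 d, without being called there.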

After 20 d, in addition to previous processes cited, GO terms related to photosynthesis metabolism (photosynthesis, GO: 0015979; photosynthesis light-harvesting, GO: 0009765) seemed to be substantially enriched (Figure 4C). 

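Of the 1999 genes read from Supplementary Data S3, 5 are annotated with photosystem or chlorophyll a/b, and 4 of these were called at 20 d (80%), against 62.6% of the other genes (odds ratio 2.39, two-sided Fisher's exact test, p = 0.657, adjusted p = 0.985 over 3 families). The odds ratio was 2.33 without the replicate block. Of the 4 genes, 3 had a higher and 1 a lower expression under WD at 20 d. With 5 genes the difference could not be told from the background.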

In fact, clear terms considered as being more specific to the water stress mainly appeared after 20 d (response to osmotic stress, GO:0006970; response to abiotic stimulus, GO:0009628; response to salt stress, GO:0009651).

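Of the 34 genes annotated as heat shock proteins or chaperones among the 1999 genes read from Supplementary Data S3, 0 were called at all 3 harvests, and the same number was found without the replicate block. Only 5 genes of the list were called at all 3 harvests, too few to show a difference between families. With 2 models of 12 libraries and the likelihood ratio test, chosen after seeing the data, 61 genes of the list were called at all 3 harvests and 9 of the 34 were among them (odds ratio 13.2, two-sided Fisher's exact test, p = 3.6e-07). The test takes genes as independent, which they are not. Of the 3 genes annotated as Acyl-CoA oxidase in that list, BnaC09g06780D had 202 ± 11.1 normalized counts (SD, n = 3) under WD and 108 ± 17.7 in the controls at 5 d, a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.391, edgeR's quasi-likelihood test). Its log2 fold change was 0.97 at 11 d (adjusted p = 0.0261, same test) and 0.89 at 20 d (adjusted p = 0.0245). BnaC05g45090D had log2 fold changes of 0.20, 0.61 and 0.74 at 5 d, 11 d and 20 d (adjusted p = 0.883, 0.0355 and 0.00953, same test). BnaC03g49190D was downregulated at 11 d, with a log2 fold change of -0.73 (adjusted p = 0.0331), and had 0.42 at 5 d and -0.16 at 20 d (adjusted p = 0.662 and 0.612, same test); the last turned positive when control replicate 3 was left out. The calls at 11 d were kept in 3 of the 6 fits that left out a library for BnaC09g06780D, 1 of the 6 for BnaC05g45090D and 2 of the 6 for BnaC03g49190D, and at 20 d in 2 of the 6 for BnaC09g06780D and 6 of the 6 for BnaC05g45090D. BnaC09g06780D passed at 5 d under the likelihood ratio test in 2 models of 12 libraries (adjusted p = 0.00141), and its adjusted p ranged from 0.0466 to 0.495 over the other alternatives with all libraries.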

GO analysis from the 177 (111 up and 66 down) overlapping DEGs between 5 d, 11 d, and 20 d revealed that both “biological process”—and “molecular function”—enriched GO terms were related to proline metabolism, protein folding, and particularly redox homeostasis (Figure 5), in which Acyl-coenzyme A oxidase and flavine adenine dinucleotide (FAD) were involved in hydrogen peroxide synthesis (Figure 5B). Overlapping DEGs were also involved in phytohormone metabolism or steady regulation of phosphorus and nitrate transporters (Figure 5B).

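Of the 114 genes of Supplementary Data S2, 0 were called at all 3 harvests, since none was called at 5 d, where 13 had an unadjusted p of at most 0.05. The nitrate transporter gene NPF6.3 is listed there in 4 copies. BnaC08g15370D had 85.9 ± 35.4 normalized counts (SD, n = 3) under WD and 324 ± 93.9 in the controls at 5 d, a log2 fold change of -1.91 (standard error 0.32, adjusted p = 0.0692, quasi-likelihood test). It had 64.2 ± 11.8 against 404 ± 140 at 11 d and 275 ± 47.1 against 754 ± 133 at 20 d (adjusted p = 0.0014 and 0.00654, same test). MPT3 (BnaC09g43140D), a phosphate transporter gene, had 350 ± 129 and 755 ± 146 at 5 d, 238 ± 38.6 and 692 ± 147 at 11 d, and 301 ± 119 and 658 ± 56.4 at 20 d (adjusted p = 0.386, 0.0112 and 0.0243, same test). MPT3 kept its call in 4 of the 6 fits that left out a library at 11 d and 1 of the 6 at 20 d.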

Ultimately, an analysis of metabolite enrichment was performed using an untargeted metabolomic approach in order to determine how leaf transcriptome modulations manifested at the metabolite scale. PLS-DA (Partial Least-Squares Discriminant Analysis) performed on data from control and plants exposed to a water deficit enabled the selection of the most discriminative metabolites. They were subsequently filtered using the variable importance in projection (VIP), with VIP scores > 2. Thus, 31, 51, and 61 metabolites in positive mode and 26, 27, and 34 metabolites in the negative mode were selected at 5 d, 11 d, and 20 d, respectively. The analysis of the relevant affected pathways was performed with the Metabolic Pathway Analysis tool of MetaboAnalyst, which combines results from a powerful pathway enrichment and topology analysis. Overall, similarities with transcriptomic data were found because most of the metabolic pathways impacted corresponded to enriched GO terms. As previously observed in GO analysis, pathways involving numerous amino acids, including their derived molecules such as phenylpropanoids, were highly altered (Figure 6). For example, there were early effects on phenylalanine metabolism at 5 d and 11 d (Figure 6B,C). The glutathione pathway was altered at 11 and 20 d (Figure 6B,C), while tryptophan was only at 20 d (Figure 6C). Nicotinate and nicotinamide metabolism, as well as TCA cycle metabolite enrichments, were constantly found during the water stress applied. 

### 2.3. Chronology of Metabolic Events: The Case of ABA, JA, Glutathione, and Proline

Because both the transcriptomic (Figure 4) and metabolomic (Figure 6) data revealed early plant responses to water shortage, and especially through processes involving phytohormones, glutathione, and proline metabolisms, fine kinetic monitoring of sets of genes and metabolites related to the relevant pathways was performed.

At first, an early accumulation of abscisic acid (ABA) and jasmonic acid (JA) was observed as early as 5 d in leaves of *B. napus* exposed to water deficit (Figure 7A,B). However, at this time point, almost no variation in the transcript level of genes involved in either the biosynthesis or degradation pathways of the two hormones was noted. 

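At 5 d, none of the genes annotated as carotenoid oxygenase, allene oxide cyclase or lipoxygenase in the genes read from Supplementary Data S3 was called. The 5 carotenoid oxygenase genes, a family that includes the enzyme making the ABA precursor xanthoxin, had log2 fold changes between 0.54 and 0.99. The highest was that of BnaC01g11550D, with 3040 ± 949 normalized counts (SD, n = 3) under WD and 1572 ± 597 in the controls (standard error 0.43, adjusted p = 0.627, edgeR's quasi-likelihood test). Lipoxygenase genes BnaA02g11430D and BnaC02g15950D had log2 fold changes of -0.47 and -0.42 (adjusted p = 0.894 and 0.931, same test). Allene oxide cyclase BnaA09g19550D had 13.4 ± 13.4 normalized counts in the controls and 0.750 ± 0.650 under WD, at least 3.89-fold lower (adjusted p = 0.519, same test). Under the likelihood ratio test in 2 models of 12 libraries, chosen after seeing the data, BnaC01g11550D (adjusted p = 0.0316) and BnaA09g19550D (adjusted p = 0.0398) passed. Over the other alternatives with all libraries, their adjusted p ranged from 0.0271 to 0.808 and from 0.221 to 0.667.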

For JA, this accumulation may be linked to the down regulation of genes involved in hormone degradation due to conjugation with L-isoleucine (Figure 7B). 

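Both genes annotated as GH3, a family that includes enzymes conjugating JA with amino acids, were lower under WD at 5 d without passing the threshold. They were chosen by this annotation alone, and whether they act on JA was not tested. BnaA03g21360D had 12.7 ± 5.38 normalized counts (SD, n = 3) under WD and 76.2 ± 71.9 in the controls, a log2 fold change of -2.56 (standard error 0.72, adjusted p = 0.392, quasi-likelihood test). BnaCnng59530D had 26.9 ± 2.37 and 107 ± 84.7 (standard error of the log2 fold change 0.60, adjusted p = 0.437, same test). In BnaA03g21360D the SD of the controls was nearly as large as their mean. Both genes passed under the likelihood ratio test in 2 models of 12 libraries, chosen after seeing the data (adjusted p = 0.000771 and 0.00428). Across the other alternatives with all libraries, the adjusted p ranged from 0.0278 to 0.450 in BnaA03g21360D and from 0.0576 to 0.506 in BnaCnng59530D.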

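At 11 d, carotenoid oxygenase genes BnaA01g09900D and BnaC01g11550D were upregulated, with log2 fold changes of 1.51 and 1.74 (standard errors 0.38 and 0.44, adjusted p = 0.0258 and 0.0256, edgeR's quasi-likelihood test). Their WD libraries held 13115 ± 8982 and 5458 ± 3831 normalized counts (SD, n = 3), against 4550 ± 1358 and 1609 ± 525 in the controls. BnaA01g29390D, BnaCnng32080D and BnaA09g41150D were not called, with log2 fold changes of 1.21, 1.11 and -1.20 (adjusted p = 0.269, 0.133 and 0.259, same test). BnaA01g09900D kept its call in 2 of the 6 fits that left out a library and BnaC01g11550D in 3 of the 6.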

Overall, the accumulation of ABA at 11 d was greater than at 5 d, but again was correlated with very few significant DEGs, even when the neoxanthin biosynthesis cofactor was clearly overexpressed. JA showed a similar trend at 11 d. 

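At 20 d, 4 of the 5 carotenoid oxygenase genes were upregulated (edgeR's quasi-likelihood test). BnaC01g11550D rose to 11006 ± 1512 normalized counts (SD, n = 3) against 1855 ± 477 in the controls, a log2 fold change of 2.53 (standard error 0.45, adjusted p = 0.00275). BnaA01g29390D, BnaA01g09900D and BnaCnng32080D had log2 fold changes of 2.21, 1.52 and 1.46 (adjusted p = 0.0184, 0.0149 and 0.0215, same test), and BnaA09g41150D had -1.81 (adjusted p = 0.0526). Both lipoxygenase genes were upregulated: BnaA02g11430D had a log2 fold change of 1.70 (standard error 0.43, adjusted p = 0.0159) and BnaC02g15950D of 2.29 (standard error 0.53, adjusted p = 0.0104). Both GH3 genes were downregulated, BnaA03g21360D with 25.5 ± 5.76 normalized counts against 268 ± 192 and a log2 fold change of -3.09 (adjusted p = 0.00744), and BnaCnng59530D with 53.0 ± 5.83 against 374 ± 210 and -2.70 (adjusted p = 0.00654). Allene oxide cyclase BnaA09g19550D was not called, with a log2 fold change of -0.99 (adjusted p = 0.52, same test). The calls of BnaA01g09900D, BnaCnng32080D, BnaA01g29390D and BnaA02g11430D were kept in 2 of the 6, 3 of the 6, 4 of the 6 and 4 of the 6 fits that left out a library, and the other calls in all 6. BnaA09g41150D passed under the likelihood ratio test in 2 models of 12 libraries, chosen after seeing the data (adjusted p = 0.0342, from 0.0108 to 0.0951 over the other alternatives with all libraries).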

Finally, at 20 d only, a myriad of genes involved in the biosynthesis of both phytohormones were overexpressed, while the degradation pathways of JA were repressed. For ABA, the expression levels of genes involved in degradation pathways did not allow the identification of a clear trend.

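Among the genes read from Supplementary Data S3, 1 is annotated as ascorbate peroxidase, an enzyme that removes hydrogen peroxide. At 5 d, BnaA01g01600D had 103 ± 30.9 normalized counts (SD, n = 3) under WD and 79.9 ± 18.7 in the controls, a log2 fold change of 0.36 (standard error 0.26, adjusted p = 0.853, edgeR's quasi-likelihood test). The means differed by less than the SD of the WD libraries.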

The levels of reduced and oxidized glutathione were not altered in plants exposed to a 5 d water deficit (Figure 7C), while the expression level of genes involved in its biosynthesis remains unchanged under WD and this, was also the case for genes involved in the hydrogen peroxide removal process. As revealed in the metabolomic overview, the level of reduced glutathione was decreased (two-fold), and the level of oxidized glutathione was significantly increased (three-fold) from 11 d up to 20 d. 

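Ascorbate peroxidase BnaA01g01600D had 85.0 ± 11.6 normalized counts (SD, n = 3) under WD and 65.1 ± 8.81 in the controls at 11 d, a log2 fold change of 0.38 (standard error 0.26, adjusted p = 0.419, edgeR's quasi-likelihood test). At 20 d it had 78.5 ± 14.0 and 31.1 ± 7.41, a log2 fold change of 1.34 (standard error 0.28, adjusted p = 0.00626, same test), and it kept its call in 6 of the 6 fits that left out a library.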

Interestingly, at the same time, the expression of genes involved in glutathione biosynthesis was mainly downregulated, whereas genes coding enzymes involved in the removal of hydrogen peroxides such as ascorbate peroxidase and glutathione peroxidase were overexpressed (Figure 7C). 

Finally, relative to control plants, the level of proline assayed in the leaf samples increased at 5 d, then skyrocketed at 11 d and remained considerably elevated at 20 d, by 5, 150, and 30 fold, respectively, in plants exposed to water deficit (Figure 8). This was concomitant with the downregulation of genes involved in proline catabolism to pyrroline-5-carboxylate (P5C) via the sequential action of proline dehydrogenase (PDH) or proline oxidase (POX). By contrast, genes coding a delta-pyrroline-5-carboxylate dehydrogenase (P5CDH), which converts P5C to glutamate, and a chloroplastic pyrroline-5-carboxylate synthase (P5CS1) involved in proline biosynthesis were significantly overexpressed. 

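Proline dehydrogenase BnaAnng07910D had 25.5 ± 16.5 normalized counts (SD, n = 3) under WD and 56.6 ± 25.1 in the controls at 11 d, a log2 fold change of -0.98 (standard error 0.53, adjusted p = 0.279, edgeR's quasi-likelihood test). At 20 d it had 52.0 ± 28.9 and 383 ± 143, a log2 fold change of -2.91 (standard error 0.50, adjusted p = 0.00241, same test). At 20 d it was called in 6 of the 6 fits that left out a library.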

### 2.4. Early Effects of Water Deficit on the Leaf Ionome

GO enrichment analysis also revealed an early response involving anion transporters in leaves of *B. napus* exposed to water deficit (Figure 4A). In order to deepen the understanding of this response, DEGs coding ion transporters and recently reported in a review [66] as genes with a known direct relationship to the plant elemental content were selected. This list was supplemented with a set of DEGs extracted from the “ion transport” (GO:0006811) GO term in order to study the expression profiles of 114 genes listed in Supplementary Data S2. 

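All 114 genes of the list passed the filter on low counts and were tested at each harvest. Across the genes of the list, which are not independent replicates, the log2 fold changes correlated with those printed in Supplementary Data S2 at 0.988 at 5 d (109 genes with a value there), 0.999 at 11 d and 0.999 at 20 d, with median absolute differences of 0.0241, 0.0277 and 0.0193. The list was drawn by the authors from their own calls on these data, so that its calls are no independent check. Several of its genes are listed in more than 1 copy, and pairs shared by identical stretches of copies were counted on none of them.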

The expression profiles of these genes confirmed that, as early as 5 d, the expression levels of nine genes associated with Ca, N, P, B, and Na transport were down-regulated (Figure 9). 

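Of the 114 genes, 0 passed the threshold at 5 d when p-values were adjusted over all tested genes (edgeR's quasi-likelihood test, Benjamini-Hochberg), and 13 had an unadjusted p of at most 0.05, of which 11 were lower under WD. Adjusted over the list alone, 3 genes passed, all downregulated. Of alternatives chosen after seeing the data, a replicate block within each harvest gave 2 downregulated genes and the likelihood ratio test in 2 models of 12 libraries 9. The model with no replicate block gave 1 gene over all tested genes; the correlation of deviations between same-numbered 5 d libraries was 0.129. The genes which Supplementary Data S2 gives as significant at 5 d, 9 in number, were all lower under WD, and 8 of them had an unadjusted p of at most 0.05. NPF6.3 (N) was lower in 3 of these genes: besides BnaC08g15370D, BnaA08g24900D had 57.7 ± 30.4 normalized counts (SD, n = 3) under WD and 209 ± 71.6 in the controls, a log2 fold change of -1.86 (standard error 0.41, adjusted p = 0.213), and BnaA09g47380D had 28.5 ± 6.94 and 66.5 ± 18.0, a log2 fold change of -1.21 (standard error 0.43, adjusted p = 0.505). BOR1 (B) BnaA04g26910D had 85.4 ± 12.1 and 267 ± 132, a log2 fold change of -1.58 (standard error 0.34, adjusted p = 0.193), and BnaC04g51480D had 19.6 ± 4.39 and 41.5 ± 5.12, a log2 fold change of -1.07 (adjusted p = 0.395). NHX4 (Na) BnaA05g30980D had 11.2 ± 1.80 and 34.8 ± 5.76, a log2 fold change of -1.63 (standard error 0.53, adjusted p = 0.464). CCX1 (Ca and Na) had log2 fold changes of -1.04 in BnaCnng75720D and -1.08 in BnaA10g16940D (adjusted p = 0.552 and 0.694), and MPT3 (P) of -1.11 (adjusted p = 0.386).

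**Figure D2:**
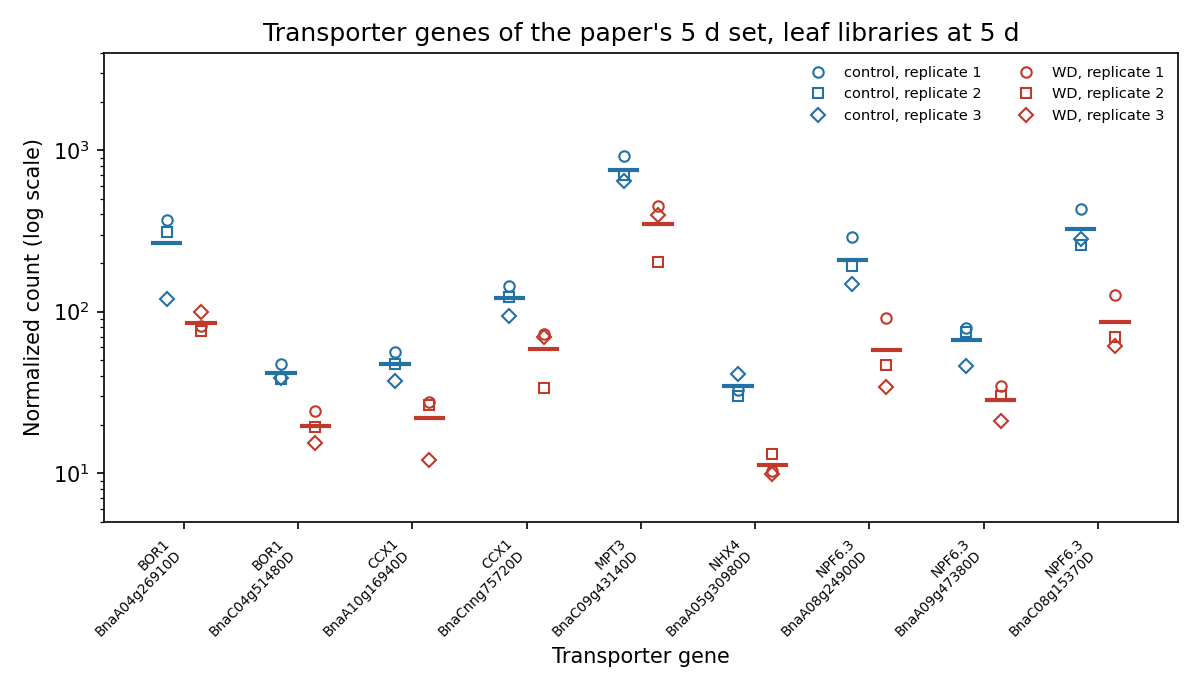
Normalized counts (log scale) at 5 d of the transporter genes that Supplementary Data S2 gives as significant at that harvest, in each of the 3 control and 3 WD libraries (symbols mark the replicate number, bars the mean). The WD libraries of each gene lie below its control libraries, with NHX4 at means of 11.2 and 34.8 and MPT3 at 350 and 755 normalized counts.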

As previously described (Figure 5), genes associated with N and P were still substantially down-regulated for the duration of the water shortage (Figure 9A). However, the down regulation of these nine genes had no major impact on the element content examined in leaves at 5 d, whereas Fe and Mo content were already significantly increased and decreased, respectively (Figure 9B). 

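Of the 13 listed genes associated with N, 0 were called at 5 d, 6 were downregulated at 11 d and 11 at 20 d, with 0 upregulated at any harvest. Of the 20 genes associated with P, 0 were called at 5 d, 16 were downregulated at 11 d, and 10 were downregulated and 1 upregulated at 20 d. Counted without regard to the threshold, 10, 12 and 13 of the N genes and 9, 19 and 18 of the P genes were lower under WD at 5 d, 11 d and 20 d. BnaA08g24900D (NPF6.3) had 33.2 ± 10.1 normalized counts (SD, n = 3) under WD and 349 ± 169 in the controls at 11 d, and 149 ± 23.0 and 501 ± 99.0 at 20 d (adjusted p = 0.0016 and 0.00881, edgeR's quasi-likelihood test). At 20 d the N gene with the smallest p was NRT2.5 (BnaC03g56990D), with a log2 fold change of -5.47 (standard error 0.94, adjusted p = 0.00239), and the P gene was PHT1-4 (BnaC04g06480D), with -6.83 (standard error 1.30, adjusted p = 0.00415). At 11 d the P gene with the smallest p was PHO1;H3 (BnaAnng37580D), with 2.40 ± 2.26 and 738 ± 746 normalized counts and a log2 fold change of -8.07 (standard error 1.31, adjusted p = 0.00636).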

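Of the 114 genes, 58 differed between WD and control plants at 11 d (edgeR's quasi-likelihood test, Benjamini-Hochberg over all tested genes), 4 upregulated and 54 downregulated. Adjusted over the list alone, 16 were upregulated and 67 downregulated. Without the replicate block, 5 were upregulated and 59 downregulated, with a correlation of 0.235 between the deviations of same-numbered 11 d libraries. With each library of 11 d left out in turn, between 7 and 75 of the genes passed. By element, the genes called included 8 of 19 for Ca, 5 of 12 for K, 16 of 20 for P, 2 of 4 for B, 12 of 22 for Fe, 11 of 18 for Zn and 3 of 4 for Cu. For each element the gene with the smallest p was downregulated, except for Ca, where SAMTL (BnaC04g44780D) had a log2 fold change of 0.93 (standard error 0.18, adjusted p = 0.0094). YSL1 (BnaA03g46460D), the gene with the smallest p for Cu, Fe and Zn, had 3.14 ± 3.39 normalized counts (SD, n = 3) under WD and 374 ± 480 in the controls, a log2 fold change of -6.49 (standard error 1.15, adjusted p = 0.00765). CNGC3 (BnaA05g01380D) for K had a log2 fold change of -3.92, AVI2 (BnaA04g11960D) for Mg of -2.28, BOR2 (BnaAnng31830D) for B of -1.46, SULTR3;5 (BnaC02g08870D) for S of -1.34, CLC-C (BnaA02g11800D) for Cl of -0.71 and PML4 (BnaCnng04610D) for Mn of -0.66. The adjusted p of these 6 genes lay between 0.0085 and 0.0363 (same test). The 8 genes named here kept their calls in 2 to 5 of the 6 fits that left out a library.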

At 11 d, the expression of a larger number of genes (64) was altered, the majority being downregulated, while significant decreases in macronutrient (Ca, K, P, and S) and micronutrient (B, Cl, Cu, and Mo) contents were observed. Subsequently, the expression of 89 genes at 20 d was significantly modulated with a simultaneous up and down regulation of genes associated with the transport of Ca, K, Mg, S, Cl, Fe, Na, and Zn. These gene expression modulations were concomitant with a large decrease in the contents of almost all nutrients in *B. napus* leaves, except N and Na. 

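At 20 d, 78 of the 114 genes were called (edgeR's quasi-likelihood test, Benjamini-Hochberg over all tested genes), 28 upregulated and 50 downregulated. Adjusted over the list alone, 34 were upregulated and 67 downregulated. Without the replicate block, 29 were upregulated and 53 downregulated, with a correlation of 0.202 between the deviations of same-numbered 20 d libraries. With each library of 20 d left out in turn, between 39 and 58 of the genes passed. For Ca, 6 genes were upregulated and 7 downregulated, for K 5 and 3, for Mg 3 and 3, for Fe 5 and 9, for Na 2 and 4, for Zn 5 and 4, for Mn 2 and 4, and for Cl 1 and 1. For S, 3 genes were upregulated and 0 downregulated. Among the genes with the smallest p for an element, SULTR3;4 (BnaC01g35550D) for S had 107 ± 25.2 normalized counts (SD, n = 3) under WD and 12.9 ± 3.13 in the controls, a log2 fold change of 3.08 (standard error 0.42, adjusted p = 0.000666). POT6 (BnaA07g38760D) for K had a log2 fold change of 2.11, ENOR3L3 (BnaC04g29260D) for Mg of 2.20, CLC-B (BnaC02g36720D) for Cl of 2.52 and NHX1 (BnaC02g39630D) for Na of 0.99. In the other direction, PML4 (BnaA07g37130D) for Ca had 4.85 ± 0.696 and 43.9 ± 13.2 normalized counts and a log2 fold change of -3.25 (standard error 0.53, adjusted p = 0.0018), YSL1 (BnaA03g46460D) had -6.18 and BOR1 (BnaA04g26910D) had -1.75. Each of these genes kept its call with each library of 20 d left out in turn.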

At 20 d, the largest decreases in leaf nutrient content were found for Fe (−92%), Mo (−71%), Mn (−62%), and Zn (−53%), while the only mineral nutrients showing higher leaf concentrations were N and Na (+29%), despite a significant down expression of genes involved, for example, in N uptake, regardless of the N form involved (nitrate, ammonium or urea, as seen in Figure 9A and Supplementary Data S2). 

## 3. Discussion

In the context of climate change associated with world population growth, the double challenge of maintaining or improving yield as well as nutritional quality [6], including the mineral content of the harvested products, requires a greater understanding of plant responses to biotic stresses. This is particularly true for Brassica napus, a cultivated species with a high requirement in terms of fertilization [67,68] and whose seed quality may be impaired by deficiencies [69,70,71], heat stress [72,73], elevated CO_2_ [74], or drought [75]. While the effects of water stress on morphological, physiological, metabolomics, and molecular traits have been widely documented [14,18,19,20], little attention has been focused on its effects on mineral nutrition. A previous study [65] has shown in Brassica napus and Triticum aestivum that net uptake of Fe, Mn, Zn, and Mo was strongly reduced by water deficit and resulted in a drop in the contents of these nutrients in leaf tissue. Consequently, the leaf ionome has been used as a proxy to evaluate mineral nutrition. The main purpose of this study was then to position the alteration in the leaf ionome due to water deficit within processes that are already broadly documented. Therefore, the concomitant analyzes of transcriptomic, metabolomic, and ionomic data at the leaf level and after a gradual onset of water deficit were undertaken before a significant decrease in plant biomass (Figure 1). 

### 3.1. Leaf Mineral Content Is Affected Early by Drought 

In this study, the effect of water deficit on mineral nutrition was examined in two stages: the first stage consisting of withholding water until the soil water content dropped to 40% and then 25% of FC, reached after 5 d and 11 d respectively, and then a second stage with FC kept at 25% from 11 d to 20 d (Figure 2). Consequently, the three harvests can be considered as (i) mild, (ii) severe, and (iii) severe and extended water stress, respectively. These water regimes only led to a significant reduction in plant biomass at the last time point studied, i.e., under severe and extended water stress (20 d) (Figure 1). Interestingly, after only 5 d of water shortage, the mineral content of the leaves was found to be already altered for two elements, Fe whose content doubled, and Mo, whose content dropped by a third compared to the well-watered control plants (Figure 8B). After 11 days, the whole mineral composition of the leaves was negatively impacted overall by the water shortage before any effect on plants biomass (Figure 8). Lastly, at 20 d, plants exposed to an extended water deficit showed a significant biomass reduction, whereas, except for N and Na, the leaf ionome composition showed significant decreases in almost all element contents, particularly Fe, Mo, Zn, and Mn. These results are in line with a previous meta-analysis [76], showing that during drought imposed as a “prolonged drying”, the N content was less altered than P and led to an increase in the N/P ratio, as also observed in the C3 grasses *A. pratensis* and *H. lanatus* [46]. On the other hand, a large increase in K concentrations has been shown in plants subjected to water stress [77], and initially, this was not observed in this study within leaves (Figure 8A). However, in the current work, the K content was close to the levels present in control plants, and this was probably linked to the fact that several genes encoding K transporters were overexpressed from 11 d (Figure 8A). Moreover, this could further explain the increase in leaf Na content (Figure 9B), a phenomenon also reported in the literature [62,78], which may result from the replacement of K by Na in photosynthesis and carbohydrate metabolic pathways [79] and as a result of K transporters converting into high-affinity Na transporters [80]. Unfortunately, very few studies have investigated the effects of water stress and assessed the uptake or tissue content of other elements, particularly micronutrients, which is necessary to progress towards ionomic studies. For example, a gradual decrease in Ca, Mg, and Fe have been reported in *Arabidopsis* [62] exposed to a mild (50% FC) or a severe (25% FC) drought, and this was also observed in the present study with rapeseed. Similarly, the same authors reported an early drop in the Na concentration followed by an elevation with increasing drought severity, the latter observation being found here for extended and severe water deficit. By contrast, an increase in Mn and Cu leaf contents reported [62] was not found under these experimental conditions. Paralleling other ionomic studies [63,64], this work supports an overall negative effect of water stress on the contents of almost all elements, and this was not obviously the result of a decrease in plant growth. Furthermore, these studies all agreed on the fact that the increase in intensity and/or duration of water stress had an overall negative impact on the ionomic content in plant tissue, including the edible parts, as also reported in the context of other abiotic stresses such as elevated CO_2_ [74]. Nevertheless, these studies have also revealed opposite trends in the way water stress altered the content of some elements [81], particularly under mild or short drought [62], and this underlines the influence of the experimental conditions on ionomic changes as previously reported [76] and demonstrated the need for homogenization of methodologies so that comparable results can be obtained. 

### 3.2. At the Molecular Level, a Specific Down-Regulation of Genes Encoding Transporters Precedes the Modification of Leaf Ionomic Content

Overall, the result of the processes that took place between 5 d and 11 d at leaf level demonstrates a significant decrease in the content of a large number of elements together with the negative regulation of the expression of genes encoding the associated transporters. Indeed, only 5 d after the start of withholding water, a very early downregulation of the expression of several genes encoding N (NPF 6.3), Ca (CCX1), P (MPT3), B (BOR1), and Na (NHX4 and CCX1) transporters was observed, therefore preceding the modification of the associated contents in leaves that occurred after 11 d or 20 d (Figure 9). 

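The fourth listed copy of NPF6.3, BnaC05g09690D, did not share the early fall, with 23.4 ± 0.699 normalized counts (SD, n = 3) under WD and 18.6 ± 3.38 in the controls at 5 d and a log2 fold change of 0.34 (standard error 0.50, adjusted p = 0.951, edgeR's quasi-likelihood test). Across the alternatives of processing with all libraries, the adjusted p of BnaC08g15370D at 5 d ranged from 3.4e-05 to 0.0746 and that of NHX4 from 0.0621 to 0.594. With a library left out they ranged from 0.0915 to 0.440 and from 0.631 to 0.948. With 2 models of 12 libraries and the likelihood ratio test, chosen after seeing the data, the log2 fold change of NHX4 BnaA05g30980D at 5 d was -1.64 (adjusted p = 0.000337) and both genes passed the threshold. From the lower expression of NPF6.3, CCX1, MPT3, BOR1 and NHX4 at 5 d, when the contents of the associated elements in leaves had not yet changed, the paper reasons that the regulation of these transporters preceded the modification of the contents.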

Six days later (11 d), these genes remained steadily downregulated alongside a significant decrease in Ca, P, and B content, while the N and Na contents remained similar to control plants. By contrast, at 5 d, the water deficit applied disturbed the Fe and Mo content, but the genes encoding the associated transporters were not impaired. 

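At 11 d, CCX1 was downregulated in both copies, with log2 fold changes of -1.94 in BnaCnng75720D and -2.61 in BnaA10g16940D (standard errors 0.40 and 0.52, adjusted p = 0.0116 and 0.0104, edgeR's quasi-likelihood test), and MPT3 had -1.55 (standard error 0.31). NPF6.3 was downregulated in BnaC08g15370D and BnaA08g24900D, with -2.67 and -3.41, and not called in BnaA09g47380D and BnaC05g09690D, with -1.24 and -1.20 (adjusted p = 0.0742 and 0.137, same test). BOR1 had 96.0 ± 17.6 normalized counts (SD, n = 3) under WD and 118 ± 23.9 in the controls in BnaA04g26910D, and 27.8 ± 13.5 and 32.4 ± 4.84 in BnaC04g51480D. Its log2 fold changes of -0.31 and -0.26 were not past the threshold (adjusted p = 0.626 and 0.653), and the second turned to 0.05 when WD replicate 2 was left out. NHX4 (BnaA05g30980D) had 39.6 ± 12.0 and 28.2 ± 15.5, a log2 fold change of 0.51 (standard error 0.48, adjusted p = 0.565). The calls were kept in 4 of the 6 fits that left out a library for BnaCnng75720D, 5 of the 6 for BnaA10g16940D and 4 of the 6 for MPT3.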

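At 5 d, 0 of the 22 genes associated with Fe and 0 of the 2 genes associated with Mo were called, while 13 of the 114 listed genes had an unadjusted p of at most 0.05. The Mo transporter gene MOT1 had 8.87 ± 3.07 normalized counts (SD, n = 3) under WD and 14.7 ± 8.18 in the controls in BnaC08g33290D, a log2 fold change of -0.65 (standard error 0.67, adjusted p = 0.914, edgeR's quasi-likelihood test). Its copy BnaA09g40790D had 1.50 ± 1.67 and 5.03 ± 2.66, at least 1.46-fold lower (adjusted p = 0.835, same test).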

In fact, it has been shown in *Chlamydomonas reinhardtii* that the transcription of the Mo transporter CrMOT1, also identified in *A. thaliana* [82], does not depend on the availability of Mo but is regulated by N levels [83], which seemed to have undergone little alteration here. Surprisingly, the short-term increase in Fe content in leaves was not associated with an overexpression of genes encoding Fe transporters in order to promote cell entry or vacuolar unloading. Conversely, Fe and Mo contents were negatively impaired from 11 d onwards, i.e., under severe water deficit, and genes encoding their associated transporters were considerably downregulated, as reported for Fe in a previous *A. thaliana* transcriptomic analysis [42].

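Of the 22 genes associated with Fe, 12 were downregulated and 0 upregulated at 11 d, and 9 were downregulated and 5 upregulated at 20 d. MOT1 BnaC08g33290D had 9.34 ± 5.51 normalized counts (SD, n = 3) under WD and 48.7 ± 47.6 in the controls at 11 d, a log2 fold change of -2.29 (standard error 0.61, adjusted p = 0.0319, edgeR's quasi-likelihood test), a call kept in 1 of the 6 fits that left out a library. At 20 d it had 28.7 ± 4.51 and 52.5 ± 5.43, a log2 fold change of -0.88 (adjusted p = 0.279, same test). The second copy, BnaA09g40790D, was at least 3.74-fold lower at 11 d (adjusted p = 0.11) and had a log2 fold change of -2.50 at 20 d (adjusted p = 0.0643), both not called. The second copy passed at 20 d under the likelihood ratio test in 2 models of 12 libraries, chosen after seeing the data (adjusted p = 0.0384, from 0.0222 to 0.115 over the other alternatives with all libraries).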

Although it could be hypothesized that the lower elemental contents observed were perceived by the plant as a deficiency, the response at the transcriptomic level did not seem to match this because nutrient deficiencies are usually characterized by overexpression of a myriad of ion transporters. Indeed, the overexpression of IRT1, considered the main transport pathway of Fe in the plant, is a well-known feature of Fe deficiency [84], as is the overexpression of other members of the ZIP multigene family such as IRT3, ZIP2, and ZIP4 in Zn or Cu deficiency [84]. This is also the case for *NRAMP1*, an essential Mn transporter overexpressed during Mn deficiency in *A. thaliana* [85]. The overexpression of all these genes, which is known as a hallmark of nutrient deficiency, was not observed here when plants faced a water deficit, despite a massive decrease in the concentration of these elements in the leaves. Furthermore, the ionome seems to be finely regulated during a deficiency [56]; for example, in leaves of *A. thaliana*, Fe content remains constant, whereas under the water deficit tested conditions, the Fe content eventually declined, which was probably a consequence of a broad downregulation of the genes encoding Fe transporters (Figure 9B). 

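NRAMP1 (BnaC06g19550D) had 0 counts in all 6 libraries of 5 d. At 11 d it had 12.5 ± 19.8 normalized counts (SD, n = 3) in the controls and 0 under WD, at least 4.27-fold lower (adjusted p = 0.121, edgeR's quasi-likelihood test). At 20 d it had 83.8 ± 63.1 in the controls and 0.450 ± 0.780 under WD, at least 23.8-fold lower (adjusted p = 0.0154, same test), a call kept in 4 of the 6 fits that left out a library. Both folds are lower bounds, computed against 3 counts per library. The difference at 11 d passed under the likelihood ratio test in 2 models of 12 libraries, chosen after seeing the data (adjusted p = 0.00945, from 0.00838 to 0.461 over the other alternatives with all libraries).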

Results suggest that during water stress, the response of plants in terms of expression of genes encoding nutrient transporters is specific and differs from a nutrient deficiency, even though drought results in a significant decrease in the overall content of elements. This hypothesis is also supported by a previous work [42], where a transcriptomic analysis of the differential response of *A. thaliana* roots and shoots also revealed that genes involved in Fe uptake machinery, such as *IRT1*, *IRT3*, and ferric reduction oxidase 2 (*FRO2*), were downregulated at the root level after five to nine days of drought. These authors reported a downregulation of the transcription factor *FIT1*, which specifically controls the expression of *FRO2* and *IRT1* in roots, and suggested that this regulation under drought alters the distribution of Fe within the plant. Although the expression of genes involved in Fe uptake may be subject to the control of phytohormones such as ABA and JA [86], these results evidenced an early and concomitant accumulation of ABA, JA and Fe in leaves of *B. napus* without variation in Fe transport-associated gene expression. Since it has been suggested [87] that ABA increases root to shoot translocation of Fe during deficiency in *Arabidospis*, this might explain the transient and early Fe accumulation observed here under drought, but in that case, the mechanism still remains to be investigated. 

### 3.3. Global Transcriptomic Analysis Revealed That Downregulation of Mineral Nutrition Is Elicited before Phytohormone and Proline Metabolism or the Occurrence of Oxidative Stress

It was firstly found using PCA analysis (Figure 3A) that transcriptomic data managed to discriminate plants exposed to water deficit compared to control plants. This was due to a large modification of transcriptome profiles resulting from mild, severe, and severe extended water deficits with 525 (231 down, 294 up), 5454 (3827 down, 1527 up), and 9346 (5139 down and 4207 up) DEGs identified, respectively (Figure 3B). 

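Whether the response to WD itself differed between harvests was tested by the interaction of treatment and harvest in the same model. Between 5 d and 11 d, 0 of 54274 genes passed (smallest adjusted p = 0.348, quasi-likelihood test), with 5450 at an unadjusted p of at most 0.05. Between 11 d and 20 d, 0 passed (smallest adjusted p = 0.153), with 5863 at an unadjusted p of at most 0.05. Between 5 d and 20 d, a comparison that was not set beforehand, 384 passed, 279 with a higher and 105 with a lower log2 fold change at 20 d. Without the replicate block, 0, 0 and 559 genes passed. With a replicate block within each harvest, chosen after seeing the data, 3, 43 and 1136 genes passed. The numbers depended on the test: the likelihood ratio test gave 647, 317 and 2602 genes, and DESeq2 613, 315 and 2483. In simulated data these 2 tests each made 57 false calls of the interaction between 11 d and 20 d, and the quasi-likelihood test 0. With a library of the compared harvests left out, from 0 to 2501, from 0 to 595 and from 13 to 163 genes passed. Within a harvest, same-numbered libraries correlated at 0.129 at 5 d, 0.235 at 11 d and 0.202 at 20 d. Across the 6 groups, deviations of same-numbered libraries correlated at -0.00312 on average (across genes, which are not independent replicates).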

Numerous transcriptomic and metabolomic analyses have tried to decipher the response of *Arabidopsis thaliana* [42], wheat (*Triticum astivum*) [36,40,88], potato (*Solanum tuberosum*) [89,90], common bean (*Phaseolus vulgaris*) [91], cotton (*Gossypium herbaceum*) [92,93], tomato (*Solanum lycopersicum* L.) [94], or rapeseed (*Brassica napus* L.) [41,45] under drought. GO analysis in the majority of these studies reported large changes in the following metabolic classes: phytohormone regulation, defense responses, osmotic stress, salt stress, abiotic stimulus, oxygen-containing compounds and oxidative stress, and the metabolism of carbohydrates, amino acids, and lipids. Interestingly, a substantial number of these studies also reported GO terms related to ion transporters [41,42,88,89,91,93], but to the best of our knowledge, this aspect has not been an in-depth focus, as it was done for rapeseed subjected to saline stress [44]. In this study, it was thus decided to explore the effect of a water deficit on mineral nutrition in greater depth. Special attention was paid to the shift in the leaf ionome and the expression of genes coding ion transporters so as to compare their earliness with ABA, JA, glutathione, and proline responses, which comprise the most frequently reported processes in the studies cited above. Indeed, the GO analysis revealed that among the most enriched terms, ion transporters and especially borate transport are among the earliest forms of altered metabolism in plants subjected to drought (Figure 4), and this was confirmed through assessment of the gene expression of ion transporters (Figure 9). However, checking the increased expression of these transporters by proteomic analysis could be difficult for two main reasons: Firstly, these transport proteins may be accumulated at a very low level; secondly, the correlation between protein synthesis and corresponding gene expressions have shown low correlations, as has been reported for the wheat [95]. The harvest of plants after 5, 11, and 20 d revealed an alteration in the oxygen-containing compound content as early as 5 d (Figure 4). Indeed, under drought, it has been reported that oxidative stress is accompanied by the formation of reactive oxygen species (ROS) such as superoxide, hydrogen peroxide, and hydroxyl radicals, which cause cellular damage and inhibition of photosynthesis [20]. At the metabolomic level, glutathione metabolism was progressively altered, but mainly after 11 d and 20 d of WD (Figure 6B,C), while the nicotinamide metabolism, which is the precursor of NAD (nicotinamide adenine dinucleotide) and NADP (nicotinamide adenine dinucleotide phosphate), two cofactors involved in all of the plant’s redox reactions, was always altered irrespective of the severity or the length of the water deficit (Figure 6). Nevertheless, at the molecular level, there was no evidence before 11 d that a variation in gene expression was involved in glutathione synthesis, nor was there evidence of enzymes that scavenge hydrogen peroxide (Figure 7C). 

Since ROS damages membranes and drought decreases the leaf water content, the response of plants comprises osmotic adjustment, and especially via osmoprotectants including carbohydrates and proline biosynthesis. In accordance with a reported meta-analysis [39], raffinose was significantly accumulated in leaves in this study (10 fold, data not shown) while proline greatly increased (150 fold) at the same time (Figure 8). Indeed, proline accumulation has been reported to play a crucial role in plant stress tolerance and may contribute to drought tolerance [96,97]. This accumulation peak was concomitant with the downregulation of genes contributing to proline degradation to pyrroline-5-carboxylate (P5C); and overexpression of genes orthologous to *A. thaliana* P5CS1, which encodes the delta1-pyrroline-5-carboxylate synthase enzyme that catalyzes the rate-limiting step of proline biosynthesis [98]. In *B. napus*, *P5CS1* was notably identified among putative candidate genes for water stress tolerance [43]. If proline was accumulated early (at 5 d), at the molecular level again, almost no gene expression variation was observed. 

This data supports the notion that regulation of proline and accumulation of carbohydrates may be mediated by ABA accumulation [32], and some authors [27] have proposed a model of crosstalk between ABA and carbohydrate metabolism being involved in hexose accumulation, mainly due to starch degradation. Surprisingly, the GO analysis undertaken here revealed no terms linked to phytohormones even though early ABA and JA accumulations were found. Moreover, their early accumulation might not have resulted from the overexpression of genes involved in their biosynthesis or down-regulation of genes involved in the degradation of ABA (Figure 7A,B). Instead, increased ABA concentrations in leaves could have resulted from cell dehydration rather than its de novo synthesis [99]. 

Overall, the results of this study clearly show that during drought, mineral nutrition is affected early at the leaf level in regards to ionomic content and downregulation of ion transporters. While often attributed to reductions in K and Ca contents, which are the two major elements involved in osmotic adjustments and the signaling cascade [44], respectively, in most cases, the contents of all elements seemed to become impaired eventually, but without the transcriptomic responses that are normally found under nutrient deficiencies [53]. This underscores the need for further studies to decipher the mechanisms involved in such differential regulation. Among the future targets is the role of phytohormones such as ABA in regulating plant nutrient uptake, which was previously revealed through exogenous application studies [100], or examination of the differential expression of upstream transcription factors [41]. Additionally, since numerous studies have highlighted the differential regulation that occurs in shoots and roots during drought [41,42], new research addressing all plant compartments may allow explanation of such leaf ionomic variations. 

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

Seeds of rapeseed (*Brassica napus* cv. Trezzor) were germinated in trays filled with a potting soil mixture (NFU 44551, type 992016F1, Falienor S.A., Vivy, France) composed of sandy loam (40% *v*/*v*) and peat moss (60% *v*/*v*) supplemented with clay (40 kg m^−3^) and NPK fertilizer (0.7 kg m^−3^ PG-MIX 14-16-18) with a soil solution at pH 5.9 (+/−0.2) (composition given in Supplementary Table S1) in a growth chamber (16 h/8 h light/dark cycle at 20 °C and 18 °C respectively, at 80% relative humidity). After the emergence of the second leaf, each seedling was transplanted into a 6.5 L pot (20.6 cm diameter) filled with 5000 g of the potting soil cited above and watered to 80% of field capacity (FC), and was then placed in greenhouse conditions (16 h day/8 h night at 25 °C/20 °C) in the high-throughput plant phenotyping platform of the Centre Mondial de l’Innovation (Saint-Malo, France), with natural light supplemented with high-pressure sodium lamps (MST SON-T PIA Plus 400 W, Philips, Amsterdam, The Netherlands) to ensure at least 250 µmol m^−2^ s^−1^ of PAR at canopy height. 

Based on the data provided by automatic weighing twice a day, pots were then watered to maintain 80% FC and fertilized twice with 100 mL of a modified Hoagland solution (corresponding to 40 kg N ha^−1^, composition available in Supplementary Table S2) to ensure the plants’ needs until the end of the experiment, according to estimations from previous experiments [61,101,102].

Thirty days after sowing, well-watered control plants were kept at 80% FC, while watering was stopped until FC dropped to 40% FC (after 5 d) and then 25% FC (after 11 d) (Figure 2). Afterward, from 11 d to 20 d, water inputs were restarted in order to maintain 25% FC until the end of the experiment. 

Plants were sampled at 5 d, 11 d, and 20 d with five replicates, each consisting of two plants. At 0 d, the last-developed aboveground tissues were identified using a marker pen on the petiole so as to only examine leaves that were developed during water shortage for analysis. The number of newly developed leaves from 0 d and the total leaf number per plant were recorded. Each fresh sample was weighed and separated into two homogeneous batches: one immediately frozen in liquid nitrogen before being stored at −80 °C for transcriptomic and metabolomic analyses, the other oven-dried for 72 h at 65 °C for dry weight determination and element analysis. 

### 4.2. RNA Extraction, Reverse Transcription, and Q-PCR Analyses

According to the previously described protocols [103], total RNAs were extracted from 200 mg of fresh leaves developed during a water shortage and powdered prior to analysis using a mortar containing liquid nitrogen. In brief: 750 μL of hot phenol (80 °C, pH 4.3) and 750 μL of extraction buffer (0.1 M TRIS, 0.1 M LiCl, 0.01 M EDTA, 1% SDS (*w*/*v*), pH 8) were added and the mixture was vortexed for 40 s. Then 750 μL of chloroform:isoamylalcohol (24/1: *v*/*v*) was added before centrifugation at 15,000× *g* for 5 min at 4 °C. The supernatant was recovered, and 750 µL of a 4 M LiCl solution (*w*/*v*) was added for nucleic acid precipitation overnight at 4 °C. The mixture was then centrifuged at 15,000× *g* for 20 min at 4 °C, the supernatant was removed, and 100 μL of sterile water was used to suspend the pellet. Extracted RNAs were purified by DNAse digestion using RNA Clean and Concentrator kits (Zymo Research, Irvine, CA, USA). Total RNA quantification was evaluated by spectrophotometry at 260 nm (BioPhotometer, Eppendorf, Le Pecq, France) before Reverse Transcription (RT). A 1 µg quantity of total RNAs was converted to cDNAs using an iScript cDNA synthesis kit (Bio-Rad, Marne-la-Coquette, France).

For qPCR, 4 µL of 100 × diluted cDNAs were added to 11 µL of 1 x SYBR Green Master Mix (Bio-Rad, Marne-la-Coquette, France) containing 0.5 µM of specific primers. Amplification reactions were performed with a real-time thermocycler (CFX96 Real Time System, Bio-Rad, Marne-la-Coquette, France) using the following a three-step program: an activation step at 95 °C for 3 min, 40 cycles of denaturation at 95 °C for 10 s, and finally, an extending step at 60 °C for 40 s. For each pair of primers, threshold values and PCR efficiency (≈100%) were determined using a range of serial cDNA dilutions. The single peak in the melting curves and the sequencing of the amplicon (Eurofins, Nantes, France) validated the specificity of the amplification for each primer pair. Gene expression in the leaves of plants exposed to a water deficit was calculated relative to the control with the ΔΔCt method using the following equation:

Relative expression = 2^−ΔΔCt^

with

ΔΔCt = ΔCt_sample_ − ΔCt_control_ (1)

and

ΔCt = Ct_target gene_ − Ct_housekeeping gene_ (2)

Using this method, the relative expression in the leaves of the target gene in the control sample was equal to 1 [104].

### 4.3. Transcriptomic Analysis by RNA-Sequencing (RNA-Seq)

As previously described [53], the RNA-seq samples were obtained from three independent replicates of total RNA extracted as described above with an Illumina NexSeq500 at the POPS platform of the Institute of Plant Science (IPS2) in Paris-Saclay (France). RNA-seq libraries were constructed using the TruSeq Stranded mRNA library prep kit (Illumina^®^, San Diego, CA, USA) according to the supplier’s instructions. The libraries were sequenced in paired-end (PE) mode with 75 bases for each read on an Illumina NextSeq500 to generate approximately 19 million PE reads per sample. Adapter sequences and bases with a Q-Score below 20 were trimmed out from reads using Trimmomatic (version 0.36, Illumina^®^, San Diego, CA, USA [105]) and reads shorter than 30 bases after trimming were discarded. Reads corresponding to rRNA sequences were removed using sortMeRNA (version 2.1, CRISTAL, Lille, France) [106]) against the silva-bac-16s-id90, silva-bac-23s-id98, silva-euk-18s-id95, and silva-euk-28s-id98 databases. Filtered reads were then mapped and counted using STAR (version 2.7.3a, [107]) with the following parameters --alignIntronMin 5 --alignIntronMax 60000 --outSAMprimaryFlag AllBestScore --outFilterMultimapScoreRange 0 --outFilterMultimapNmax 20-- alignEndsType Local on the *Brassica napus* genome (annotation V5 from Genoscope accessed on 2nd February 2021: http://www.genoscope.cns.fr/brassicanapus/data/) and its associated GTF annotation file. Between 90% and 93% of the reads were associated with annotated genes. Next, genes with less than 0.6 read per million in at least 3 of the samples were discarded, using the filterByExp function of the edgeR package. The resulting raw count matrix was fed into edgeR [108] for differential expression testing by fitting a negative binomial generalized log-linear model (GLM), including a replicate factor, a treatment factor, a time factor, and an interaction between treatment and time to the TMM-normalized read counts for each gene. Gene expression was compared between control and plants subjected to drought. The distribution of the resulting *p*-values followed the quality criterion previously described [109]. Genes with an adjusted *p*-value (FDR, Benjamini-Hochberg adjustment [110]) below 0.05 were considered as differentially expressed.

Genes were considered to be differentially expressed (DEG) for an adjusted *p*-value ≤ 0.05, whatever the absolute value of the “Log2 fold change” (Supplementary Data S2 and S3). Fragments Per Kilobase Million (FPKMs) were calculated for visual analysis only and were obtained by dividing normalized counts by gene length. PCA was performed with the mixOmics package (mixomics.org) (version 6.14.0), within R (R-project.org) (version 4.0.3) using log2-transformed normalized expression data. RNA-seq expression data were validated by using four DEGs with contrasting fold changes for RT-qPCR analysis. RT and qPCR were performed following the protocol described previously. Results of RT-qPCRs are presented in Supplementary Figure S4.

### 4.4. RNA-Seq Bioinformatic Analysis

Gene ontology enrichment analysis from Differentially Expressed Genes (DEGs) (Supplementary Data S3) was performed using the free web server of g:Profiler (biit.cs.ut.ee/gprofiler) [111] (version e104_eg51_p15_3922dba) with the Benjamin et Hochberg FDR correction method (threshold = 0.05). Then GO terms and associated adjusted *p*-values obtained from g:Profiler was inputted into the REVIGO tool in order to summarize the lists of GO terms [112] (version 01 February 2021, the setting was medium allowed similarity) (Supplementary Data S1).

Transporter-associated genes were selected from the *Arabidopsis thaliana* curated list of KIG [66] using the BioMart tool of the Ensembl Plants database (from Ensembl Plants Genes 51—*Arabidopsis thaliana* genes (Tair10)—*Brassica napus* genes (AT_PRJEB5043_v1) in order to find *Brassica napus* orthologs, and these were supplemented with a set of DEGs belonging to the GO term “ion transport” (GO:0006811) extracted from Amigo2 and unambiguously related to the transport of elements (Supplementary Data S2). 

Genes associated with biosynthesis and degradation of ABA, SA, GSH, GSSG, DHA, and proline were identified using the BIN hierarchical functional categories of the MapMan software (version 3.6.0RC1) [113,114], with genes mapped on *Brassica napus* annotation (version X4.2 brassica_napus from Ensembl Plants Genes 44) placed on summarized pathways according to the Plant Metabolic Network databases [115].

### 4.5. Untargeted Metabolic Profiling Using UPLC-MS/MS

The method used has been previously described [53]. Briefly, ground frozen leaf tissues (50 mg) were used for extraction, and the 1mL buffer for metabolite extraction contains 70% MeOH (Optima LCMS grade, Thermo Fisher Scientific, Waltham, MA, USA), 29% H_2_O (Milli-Q, 18.2 MΩ·cm, Millipore, MA, USA) and 1% formic acid (LCMS grade, Honeywell Fluka, Seelze, Germany). Samples were then centrifuged, and the supernatant was used for analysis by UPLC-MS/MS (Ultra performance liquid chromatography-Tandem mass spectrometry). Separation and detection were performed using an Acquity UPLC system (Waters, Milford, MA, USA) linked to a Xevo G2-S QTof mass spectrometer (Waters) equipped with a LockSpray electrospray ionization (ESI) source. Sample separation was accomplished by injecting 10 µL into an HSS T3 C18, 2.1 × 100 mm, 1.8 µm column (Waters), kept at 40 °C, at a flow rate of 0.5 mL min^−1^. The mobile phases were composed of two solvents (A: Milli-Q water containing 0.1% formic acid, and B: acetonitrile containing 0.1% formic acid). Optimal separation was obtained using the following gradient: 0–1 min at 98% A, 1–7 min from 98% to 0% A, maintained at 0% A to 9 min, 9–10 min from 0% to 98% A, maintained at 98% until 12 min for column regeneration. Mass spectrometry analysis was performed in positive and negative ionization modes using the following parameters: source voltage 0.5 kV (pos) and 2.5 kV (neg); cone voltage 40 V; source temperature 130 °C; desolvation gas temperature 550 °C; desolvation gas flow 900 L/h. Mass spectra were acquired in MS^E^ mode from 50 to 1200 *m*/*z* at 0.1 s scan^−1^. The ramp collision energy was set at 25 to 40 V. Samples were injected in randomized order. A quality control (QC) sample was prepared from an equal mix of all collected samples. The QC sample was injected every six samples to assess system stability.

After acquisition, metabolomic data were processed using Progenesis QI software (Version 3.0, Waters, Milford, MA, USA). Identification was carried out using the online open-source: Plant Metabolic Pathway Databases-Plant Metabolic Network (plantcyc.org) (Version 15.0.1) [116] with a mass tolerance of 10 ppm. For identified metabolites, the experimental MS^2^ spectrum was compared to the MS-DIAL reference MS/MS database, CompMS-MS-DIAL (riken.jp) (Version 14) [117] when possible; otherwise, it was compared to the theoretical fragmentation spectrum. The fragment mass tolerance is set at 10 ppm. Only identified metabolites were kept for further multivariate analysis.

Multivariate analysis was performed using EZInfo software (Version 3.0.3.0, Umetrics, Umeå, Sweden). Raw data were mean-centered, and Pareto scaled [118]. For each duration of water restriction, partial least squares discriminant analyses (PLS-DA) [119] were performed between water-deficient samples and their corresponding control samples. For each comparison, the influence of each metabolite on the classification was calculated by the variable influence on projection (VIP) [119,120]. Metabolites with VIP > 1 have an above-average influence. In this study, only metabolites with VIP > 2 were considered as being differentially expressed for further analyses. The metabolites list can be found in Supplementary Data S4.

For a better understanding of metabolic regulation induced by each duration of water restriction, pathway analysis was performed using the online open-source software, MetaboAnalyst 5.0 (metaboanalyst.ca) [121]. For each pathway, the *p*-values of metabolite set enrichment analysis and pathway impact of topology analysis were calculated using the KEGG database [122].

### 4.6. Phytohormone Analysis

Profiles of phytohormones were quantified on leaf samples harvested after 0, 5, 11, and 20 d of water restriction, with the samples being stored at −80 °C prior to analysis. Jasmonic acid (JA) and abscisic acid (ABA) standards were obtained from Sigma (Sigma-Aldrich, Saint-Louis, MI, USA), and the internal standard was labeled with stable isotopes (^2^H_5_-JA and ^2^H_6_-ABA) from OlchemIn (Olomouc, Czech Republic). Ground frozen leaves (20 mg) were extracted with 1 mL buffer containing 70% methanol (Optima LCMS grade, Thermo Fisher Scientific, Waltham, MA, USA), 1% formic acid (LCMS grade, Honeywell Fluka, Seelze, Germany), and 29% Milli-Q water containing internal standards labeled with stable isotope. The extracts were then centrifuged at 17,927× *g,* and the supernatants were collected. The supernatants were evaporated (SPE Dry 96, Biotage, Uppsala, Sweden) and resuspended in 2% formic acid solution and purified using an SPE ABN express column of 1 mL/30 mg (Biotage, Uppsala, Sweden). Phytohormones were then eluted using methanol, and samples were evaporated. Before injection into the UPLC-MS/MS system, the extract was resuspended in a 0.1% formic acid solution. Separation and detection were performed using a Nexera X2 UHPLC system (Shimadzu, Kyoto, Japan) linked to a QTrap 6500+ mass spectrometer (SCIEX, Concord, ON, Canada) equipped with an IonDrive turbo V electrospray source. Two µL were injected into a Kinetex Evo C18 core-shell column kept in an oven at 40 °C (100 × 2.1 mm, 2.6 µm, Phenomenex, Torrance, CA, USA) at a flow rate of 0.7 mL min^−1^ in order to separate phytohormones. The mobile phases were composed of 2 solvents (A: Milli-Q water containing 0.1% formic acid and B: acetonitrile LCMS grade containing 0.1% formic acid). Separation was done using the following gradient: a linear gradient from 1 to 60% B over 5 min; 60 to 100% B from 5 to 5.5 min; maintained at 100% B from 5.5 to 7 min; 100 to 1% B from 7 to 7.5 min; and maintained at 1% until 9.6 min for column regeneration. Analysis by mass spectrometry was achieved in negative mode and scheduled multiple reaction monitoring modes (MRM). Mass spectrometry acquisition was performed using the following parameters: ion spray voltage −4500 V; source temperature 600 °C; curtain gas 35 psi; nebulizer gas 50 psi; heater gas 60 psi; collision gas medium; entrance potential -10 V; MRM detection window 30 s; target scan time 0.075 s. The targeted MRM transitions are 209.0/59.0 (JA), 214.1/62.2 (D-JA), 263.0/153.0 (ABA), and 269.1/159.0 (D-ABA).

### 4.7. Proline Quantitative Analysis

The proline quantification method was adapted from Troll and Lindsley 1955 [123]. Fifty mg of ground frozen leaf tissues were extracted using 1 mL of ethanol (VWR, Rosny-sous-Bois, France). After extraction, samples were dried and resolubilized with 250 µL of water. After centrifugation, 100 µL of supernatant was added to 1 mL of 0.1 g/L ninhydrin solution in 60% acetic acid (Sigma-Aldrich, Saint-Louis, MI, USA). The mix was heated at 95 °C for 20 min, and 3 mL of toluene (Thermo Fisher Scientific, Waltham, MA, USA) was added to the mix after cooling. The organic (toluene) phase containing the red chromophore formed by ninhydrin and proline was kept for spectrophotometric measurement at 520 nm (SpectraMax i3x, Molecular Devices, San Jose, CA, USA).

### 4.8. Element Content Analysis by Mass Spectrometry and X-ray Fluorescence

Dried leaf samples were ground using 4 mm diameter inox beads in an oscillating grinder (Mixer Mill MM400, Retsch, Haan, Germany). The concentrations of most elements (Mg, P, S, K, Ca, B, Mn, Fe, Ni, Cu, Zn, Mo Na, Co, V, and Se) were quantified using the procedure previously described [102] using 40 mg of dry powder per sample that was submitted to acid digestion and mineralization. The resulting solutions were then analyzed by high-resolution inductively coupled plasma mass spectrometry (HR-ICP-MS, Element 2^TM^, Thermo Fisher Scientific, Bremen, Germany).

The total N concentration was determined with 1.5 mg of fine powder placed in tin capsules before analysis with an isotope-ratio mass spectrometer (IRMS, Isoprime, GV Instruments, Manchester, UK) linked to a C/N/S analyzer (EA3000, Euro Vector, Milan, Italy).

The remaining elements (Cl, Si, and Al) were quantified with approximately 1 g of dry weight powder analyzed with an X-ray-fluorescence spectrometer (XEPOS, Ametek, Berwyn, PA, USA) using calibration curves obtained from international standards with known concentrations.

In this study, elemental content is expressed as the ratio WD/control plants following the calculation method described [61].

### 4.9. Statistical Analysis

The experiment was performed with five independent replicates, each consisting of a pool of two individual plants, except for transcriptomic data, for which three independent replicates were used. Thus, plant biomass is indicated as the mean ± S.E. (*n* = 5), while nutrient content was given as the ratio WD/control (*n* = 5).

Statistical analyses were performed using the free acess R software (R-project.org) (version 4.0.3: R Core Team, 2020) and its extension RStudio (rstudio.com) (version 1.3.1093: RStudio Team, 2020). Data were analyzed using analysis of variance (ANOVA), and mean values were compared using Tukey’s HSD post-hoc test.

## Figures and Tables

**Figure 1:**
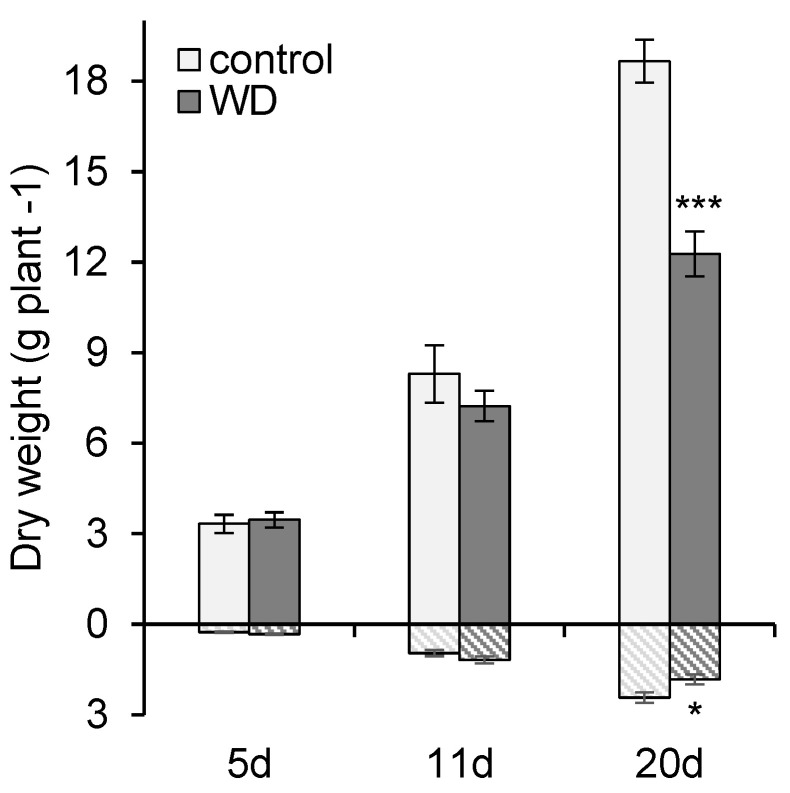
Shoot (plain) and root (hatch) biomasses of *B. napus* exposed for 5 d (mild), 11 d (severe), and 20 d (severe and extended) of water deficits (WD). Data are given as the mean ± SE (*n* = 5), and significant differences between control and plants exposed to WD are indicated as follows: *: *p* < 0.05; ***: *p* < 0.001.

**Figure 2:**
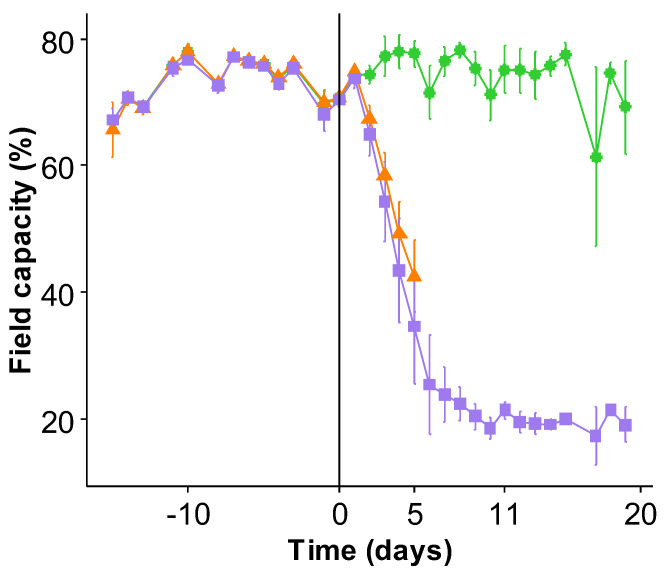
Soil water content was expressed as a percentage of field capacity (FC) during the experiment. After sowing, plants were kept at 80% FC for thirty days (until 0 d). Thereafter, well-watered control plants were kept at 80% FC until the end of the experiment, while watering was stopped at 0 d until the FC of all water deficit (WD) pots dropped to 40% FC (5 d) and then 25% FC (11 d). Consequently, from 11 d to 20 d, WD pots were held at 25% FC by automatic watering. Soil water contents, as well as the amount of water to be supplied, were automatically assessed with the high throughput phenotyping platform during the experiment, and each value corresponds to the lowest soil water content recorded daily or twice a day.

**Figure 3:**
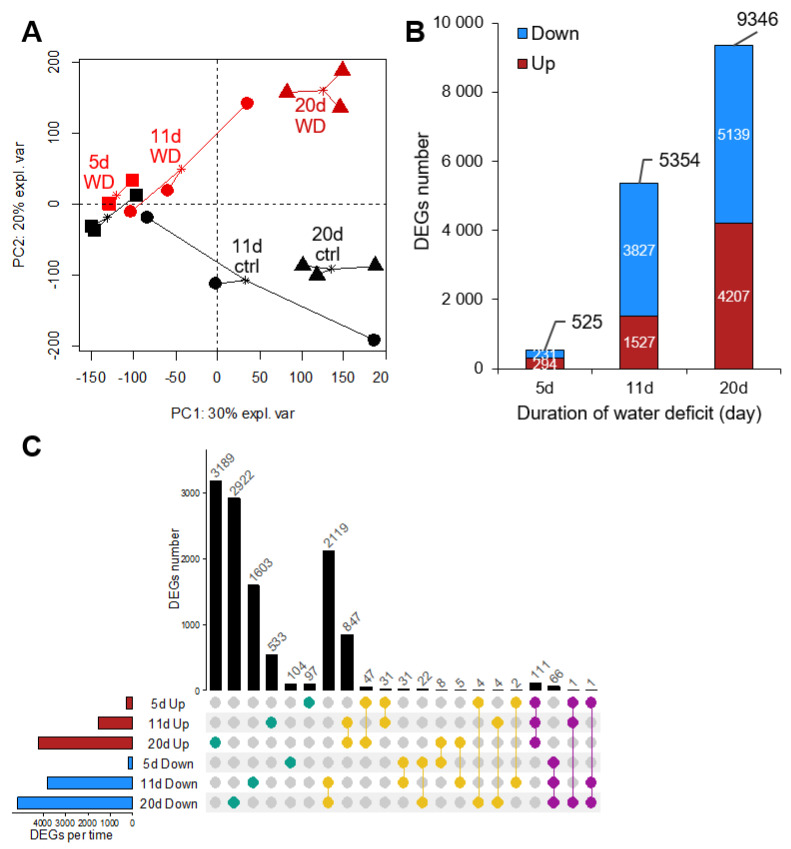
Exploratory data analysis of RNA-seq from *B. napus* leaves in response to a water deficit. (**A**) Principal Component Analysis score plot from leaf samples using normalized count data after 5 d (■), 11 d (●), and 20 d (▲) in control (“ctrl”, black) or water deficit (“WD”, red) exposed plants. (**B**) Overview of the number of total and up and down DEGs identified with RNA-seq analysis in *B. napus* exposed to 5 d (mild), 11 d (severe), and 20 d (severe and extended) water deficit. (**C**) Distribution of DEGs specific to a single date of water deficit (green) or overlapped between two (yellow) or three (purple) time points. DEGs up and down-regulated are indicated in red and blue, respectively.

**Figure 4:**
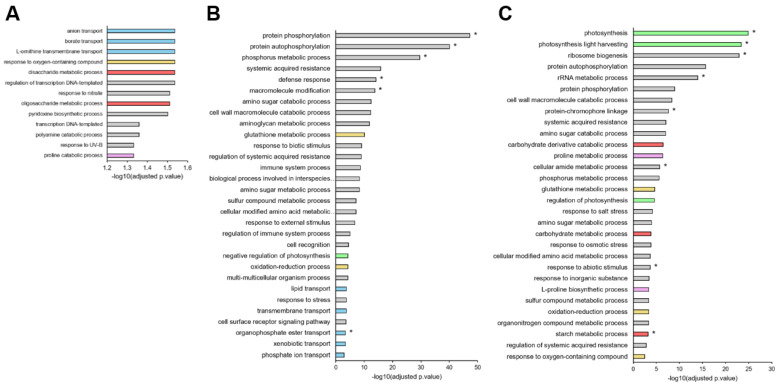
The most significantly enriched GO terms (“biological process”) from DEGs in leaves of *B. napus* exposed to 5 d (mild) (**A**), 11 d (severe) (**B**), and 20 d (severe and extended) (**C**) of water deficit. GO terms associated with transport (blue), redox homeostasis (gold), carbohydrate (red), and proline (pink) metabolism as well as photosynthesis (green) are highlighted, and terms enriched from specific DEGs at each time point are indicated with an asterisk (*).

**Figure 5:**
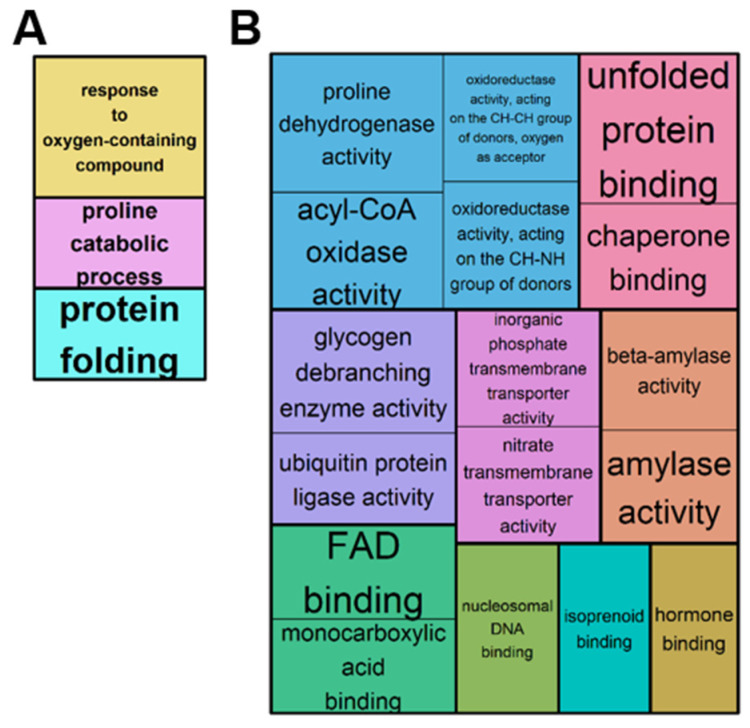
GO Enrichment analysis using g:Profiler then REVIGO for up and down DEGs overlapping between 5 d (mild), 11 d (severe), and 20 d (severe and extended) of WD compared to control plants. Significantly enriched GO terms in “biological process” (**A**) and “molecular function” (**B**) are represented in rectangles combined into superclusters with the most closely related terms, and sizes have been set to reflect the adjusted *p*-value (*p* < 0.05).

**Figure 6:**
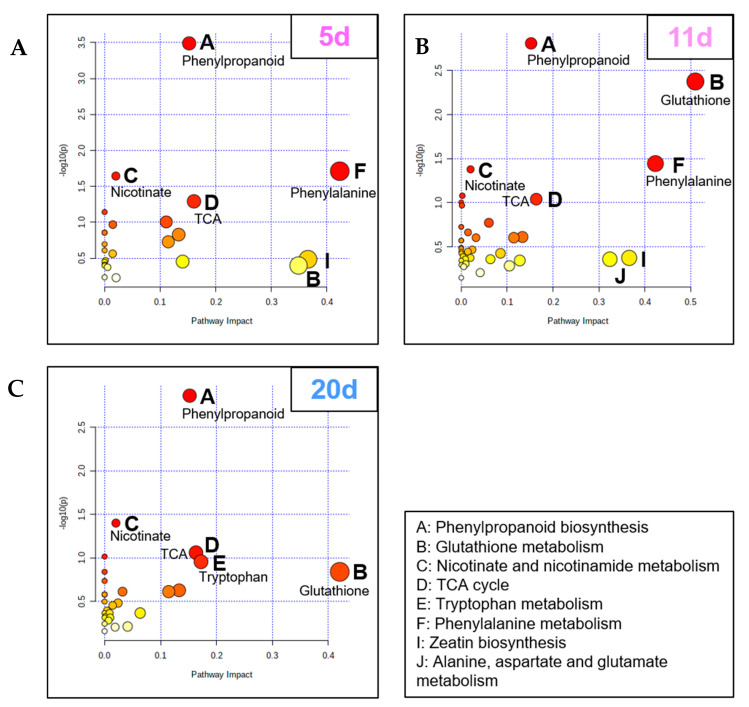
Metabolomic Pathway Analysis from leaves of *B. napus* exposed to 5 d (mild) (**A**), 11 d (severe) (**B**), and 20 d (severe and extended) (**C**) of water deficit relative to control plants. Pathways are displayed as circles whose coordinates correspond to their adjusted *p*-value expressed in −log10(*p*) (for example, *p* < 0.05 corresponds to −log10(*p*) > 1.3) and their impact. For easier reading, low to high *p*-values are displayed with a white-yellow-orange to red gradient, with white representing the lowest values and red representing the highest; the size of the circle corresponds to the pathway impact score. Only the most impacted pathways having high statistical significance scores (−log10(*p*) > 1.3) or pathway impact (>0.15) are identified.

**Figure 7:**
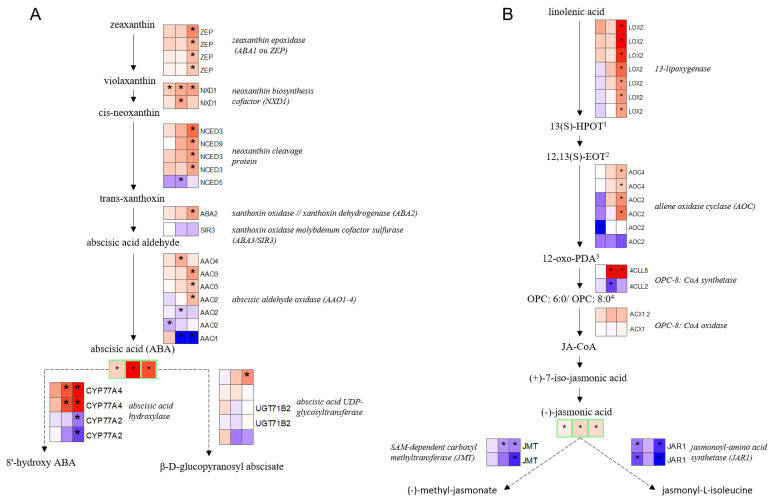

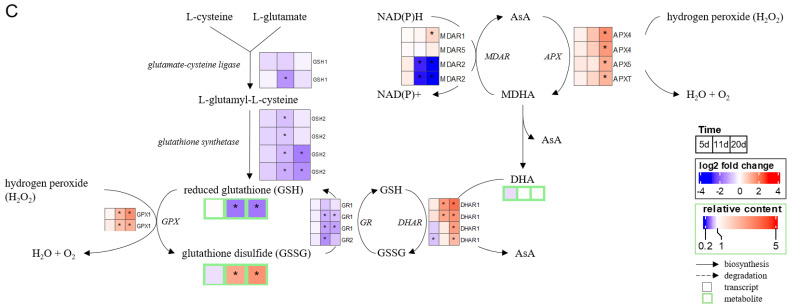
Summary schemes showing the main changes in leaves of *B. napus* induced by water deficit at the transcriptomic and metabolomics levels relative to control plants. *B. napus* plants were exposed to water deficit for 5 d (mild), 11 d (severe), and 20 d (severe and extended). Color-filled boxes indicate the log2 fold change of DEGs or the relative content of ABA (**A**), JA (**B**), and reduced and oxidized glutathione (**C**). Up and down modulations are indicated in red and blue, respectively. Significant variations in gene expression or metabolite levels between control and plants exposed to WD are indicated with an asterisk (*) for an adjusted *p*-value < 0.05. Solid and dashed lines indicate biosynthesis and degradation pathways, respectively. ^1^ hydroperoxylinolenic acid; ^2^ 12,13(S)-epoxylinolenic acid; ^3^ 2-oxo-phytodienoic acid; ^4^ oxo-pentenyll-cyclopentane; APX: ascorbate peroxidase; AsA: L-ascorbate; DHA: dehydroascorbic acid; DHAR: dehydroascorbate reductase; GPX: glutathione peroxidase; GR: glutathione reductase; MDAR: monodehydroascorbate reductase; MDHA: monodehydroascorbate.

**Figure 8:**
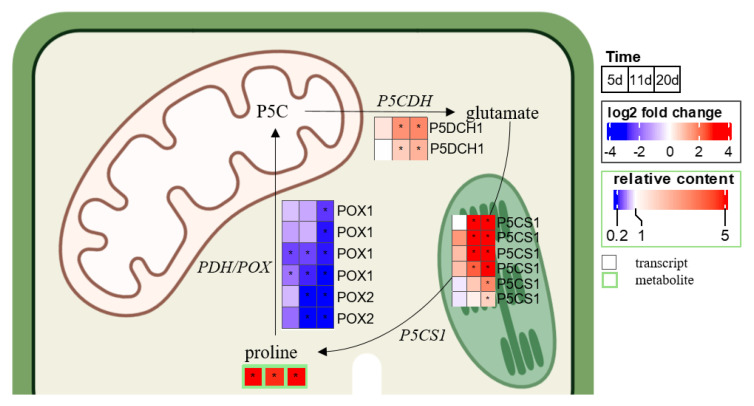
Log2-fold changes in DEGs and the proline content in leaves of *B. napus* exposed to water deficit for 5 d (mild), 11 d (severe), and 20 d (severe extended), relative to control plants. Significant variations between control and plants exposed to WD are indicated with an asterisk (*) for adjusted *p*-value < 0.05. P5C: pyrroline-5-carboxylate; P5CDH: delta-pyrroline-5-carboxylate dehydrogenase; P5CS1: pyrroline-5-carboxylate synthase; PDH: proline dehydrogenase; POX: proline oxidase.

**Figure 9:**
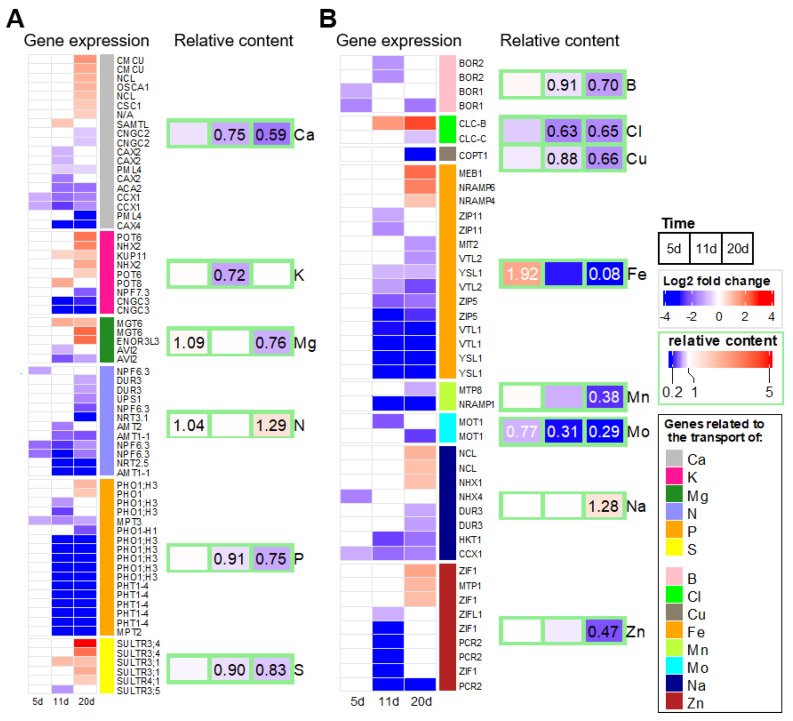
Expression profiles of 114 genes encoding macronutrient (**A**) or micronutrient (**B**) transporters and changes in mineral nutrient contents in leaves of *B. napus* exposed to 5, 11, and 20 d of water deficit, relative to control plants. Log2 fold changes in DEGs are colored in red (up) or blue (down), and non-significant variations in gene expression are blank (adjusted *p*-value < 0.05). Boxes indicate the relative content of nutrients as the ratio WD/control, and only significant variations are reported.

## Data Availability

RNAseq data were submitted to the Gene Expression Omnibus (GEO) international repository: http://www.ncbi.nlm.nih.gov/geo accessed on 23 July 2021; GEO accession: GSE179022.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23020781/s1.

How the deposited data were processed for this re-analysis (not part of the article)

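Leaf mRNA of control plants and plants under water deficit (WD) was sequenced at 5 d, 11 d and 20 d, with 3 libraries per group and 18 in all. A further 6 libraries, 3 control and 3 WD, belong to plants whose labels give 50% FC and a harvest at 18 d, a group that the paper's text does not describe. The libraries of the harvest at 25% FC were taken as those of 11 d, because the paper gives that soil water content for 11 d, although their labels give the harvest date of the first harvest.

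The authors trimmed 75-base paired reads with Trimmomatic 0.36 (quality 20, minimum length 30 bases), removed rRNA with sortMeRNA 2.1, and mapped and counted the pairs with STAR 2.7.3a, allowing up to 20 loci. The values deposited by the authors are the count of read pairs on each gene for no strand, the forward strand and the reverse strand, with no normalization and no filter. The reverse column was used, since it held nearly all pairs on genes: the share on the opposite strand lay between 0.301% and 0.479% in the 24 libraries. Pairs placed at several loci are listed apart in the files and were counted on no gene. Gene counts per library had a median of 15710704 and a minimum of 13263953.

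Genes with a CPM of at least 0.6 in at least 3 libraries were kept, counts were normalized by edgeR's TMM method, and a negative binomial model was fitted to the 6 groups of treatment and harvest, with the replicate number as an additive block. The numbers that pair the libraries are those in the sample titles, and the block is the replicate factor of the paper's model. WD was compared with control at each harvest by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05, whatever the fold change. The paper's text names the model and not the test within edgeR. The standard errors given are approximate, since they were computed back from the log2 fold change and the test's F statistic. The 18 d libraries were tested in a model of all 24 libraries. Differences between harvests were tested as interactions in the same models. Principal components, distances, permutation tests and Fisher's exact tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

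The samples, the comparisons and the alternatives were set before the data were examined, with the exceptions given here. Some alternatives were chosen later and are said to be so where they are used. Of the differences between harvests, those of 11 d against 5 d and 20 d against 11 d were set beforehand. Those of 20 d against 5 d and of 20 d against 18 d with 50% FC were not. The alternatives were the likelihood ratio test, no replicate block, DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts (at least 1 pair), edgeR's default filter, counts of both strands, each harvest fitted alone, 2 models of 12 libraries (5 d with 18 d at 50% FC, and 11 d with 20 d), all 24 libraries, and each library left out in turn. For the principal components, unit variance and a pseudocount of 10 in place of 1 were tried. The named genes are the transporter genes whose symbols the paper's text names, the genes annotated in Supplementary Data S3 with an enzyme family that the text discusses, the gene of Supplementary Data S2 with the smallest p for each element at 11 d and 20 d, and at each harvest the 2 called genes with the largest rise and the 2 with the largest fall among genes with a mean of at least 10 normalized counts, no overlap between treatments and the same direction in all 3 replicate numbers. Folds against a group with at most 3 counts in every library are lower bounds computed against 3 counts. These floors cover counting error only.

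The procedure was tested on simulated data with 54274 genes, of which 200 were changed. The quasi-likelihood test recovered 66% of genes changed 4-fold and 12% of those changed 2-fold, with 8 false calls among 86. The likelihood ratio test recovered 82% and 22%, with 46 false calls among 150, and DESeq2 78% and 23%, with 46 among 147. GO terms, GC content, gene length, metabolites and mineral contents were not analysed here.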

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

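The tests on library depth, on exchanged labels and on other splits were chosen only after the results were seen.

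At 18 d with 50% FC, a group that the paper's text does not report, 3016 of 54835 genes differed between WD and control plants (edgeR's quasi-likelihood test, Benjamini-Hochberg), 1631 upregulated and 1385 downregulated. Their median absolute log2 fold change was 1.46, and the 3 WD libraries did not overlap with the 3 controls in 2958 of them, nor in 25.8% of all tested genes, where chance gives 10%. A model without the replicate block gave 3328 genes, and deviations of same-numbered libraries correlated at 0.0257. With every library thinned to the smallest, 2816 genes passed, and without the 100 genes with the most counts 2987 did. The 9 other splits of the 6 libraries gave at most 0 genes, which speaks against exchanged labels, while the real split gave 11359 genes at an unadjusted p of at most 0.05. Of the 4 splits that part every same-numbered pair, 1 gave as many genes, the real one, the smallest share that 4 splits allow, so the splits alone cannot decide against a chance split. The other 6 splits part 1 pair. Of the 3016 genes, 85.1% had the same direction at 20 d, and 1635 were called at 20 d in the same direction and 70 in the opposite one, in separate libraries. Across all tested genes, which are not independent replicates, the log2 fold changes at 18 d and 20 d correlated at 0.652. These values go against a chance split, and a leaf response to WD shared with 20 d is a candidate explanation. With each library left out in turn, between 595 and 4351 genes passed, from 329 to 2835 upregulated and from 263 to 1516 downregulated. Which direction held more genes depended on the setting. Upregulated and downregulated genes were 279 and 920 with the harvest fitted alone, and 2454 and 2998 in 2 models of 12 libraries. A replicate block within each harvest, chosen after seeing the data, gave 1725 and 2222. In contrast, no replicate block gave 1764 and 1564, and DESeq2 2615 and 2044.

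Between 5 d and 20 d the response to WD differed in 384 genes by the interaction test, 279 with a higher and 105 with a lower log2 fold change at 20 d. Their median absolute log2 fold change was 0.39 at 5 d and 2.50 at 20 d, and 378 of them were called at 20 d and 1 at 5 d. The interaction passed in 559 genes without the replicate block and in 1136 with a replicate block within each harvest, chosen after seeing the data, while same-numbered libraries correlated at -0.00312 across the 6 groups. After thinning to the smallest library 317 genes passed, and without the 100 genes with the most counts 370 did. Exchanging the harvests in 1 replicate number at a time gave 0 genes, so that 1 of 4 splits, the real one, gave as many (9630 genes had an unadjusted p of at most 0.05). The splits alone cannot decide against a chance split, since 1 of 4 is the smallest share they allow. Of the 384 genes, 159 had the same sign at 5 d and 20 d. Genes chosen for a difference favour opposite signs, so this does not tell one response that grew stronger from another response. A response that arises with a longer or more severe deficit is a candidate explanation, and the day of harvest cannot be told apart from it. With each library of the compared harvests left out in turn, between 13 and 163 genes passed, all below the number with all libraries.

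Between 18 d with 50% FC and 20 d the response differed in 1236 genes, 515 higher and 721 lower at 20 d, with 9206 at an unadjusted p of at most 0.05. There were 1422 without the replicate block, and same-numbered 18 d libraries correlated at 0.0257. Thinned to the smallest library, 1077 genes passed, and without the 100 genes with the most counts 1240 did. The real arrangement was 1 of 4 to give as many genes, the smallest share possible, so a chance split cannot be excluded by the splits. The log2 fold changes had the same sign in both groups in 23.1% of the 1236 genes, but genes chosen for a difference favour opposite signs, so this cannot tell a response of another size from another response. Across all 54835 genes, which are not independent replicates, the log2 fold changes of both groups correlated at 0.652. The soil water content, the day of harvest and the duration of the deficit all differ between these groups and cannot be told apart.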

How the results depend on the processing

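The values under 2 models of 12 libraries with the likelihood ratio test and under a replicate block within each harvest, and those of the annotated families without the replicate block, were chosen only after the results were seen. The cause of a change was not tested unless a value is given for it. DESeq2's size factors in edgeR, no filter on low counts, edgeR's default filter and the counts of both strands kept every count of DEGs, of interactions and of transporter genes named below within 1.5 times its value.

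With the likelihood ratio test, DEGs were 204 at 5 d, 99 at all 3 harvests in one direction, 28 with a changed direction and 4631 at 18 d with 50% FC, and 3 transporter genes were downregulated at 5 d. Interactions were 647 for 11 d against 5 d, 317 for 20 d against 11 d, 2602 for 20 d against 5 d and 2427 for 20 d against 18 d with 50% FC. With DESeq2 the same results were 198, 102, 21, 4659 and 4, and 613, 315, 2483 and 2457. All 18 genes called at 5 d were among those called by either test.

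With each harvest fitted alone, DEGs were 554 at 5 d, 1 at 11 d, 15906 at 20 d, 1199 at 18 d with 50% FC, 0 at all 3 harvests (7740 genes had an unadjusted p of at most 0.05 at 11 d) and 70 with a changed direction, and transporter genes were 3 downregulated at 5 d and 1 altered at 11 d. The common dispersion of these fits was 0.0220, 0.0854 and 0.0301 at 5 d, 11 d and 20 d, against 0.0752 in the model of 18 libraries. With 2 models of 12 libraries, DEGs were 537 at 11 d, 4945 at 20 d, 5106 at any harvest, 1 with a changed direction and 5452 at 18 d with 50% FC, and transporter genes were 2 downregulated at 5 d and 5 altered at 11 d. With 24 libraries, DEGs were 37 at 5 d, 32 at all 3 harvests and 11 with a changed direction, 1 transporter gene was downregulated at 5 d, and interactions were 6 for 20 d against 11 d and 814 for 20 d against 5 d.

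Without the replicate block, 1 transporter gene was downregulated at 5 d, and the total numbers of DEGs at each harvest and of interactions stayed within 1.5 times. Same-numbered libraries correlated at 0.129, 0.235 and 0.202 at 5 d, 11 d and 20 d. Adjusted over the transporter list alone, 3 genes were downregulated at 5 d. With a replicate block within each harvest, interactions were 3 for 11 d against 5 d, 43 for 20 d against 11 d and 1136 for 20 d against 5 d, 48 DEGs changed direction and 2 transporter genes were downregulated at 5 d. With 2 models of 12 libraries and the likelihood ratio test, DEGs were 527 at 5 d, 177 at all 3 harvests, 25 with a changed direction and 7134 at 18 d with 50% FC, 9 transporter genes were downregulated at 5 d, 157 genes had an interaction for 20 d against 11 d, and the odds ratio of heat shock genes called at all 3 harvests was 13.2. Its value of 0 with 18 libraries rests on 0 of only 5 called genes and has no direction of its own.

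PC1 held 31.3% of the variance with unit variance, 39.8% with no filter on low counts and 43.9% with 24 libraries, and PC2 held 20.2%, 20.8% and 20.3%, and 24.9% with a pseudocount of 10 normalized counts. The permutation p of the PC2 difference between WD and control was at most 0.00075 in each of these.

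Across the fits that each left out one library, DEGs ranged from 0 to 4 at 5 d, from 587 to 9327 at 11 d, from 4656 to 6466 at 20 d, from 595 to 4351 at 18 d with 50% FC and from 7768 to 16312 at any harvest. DEGs at all 3 harvests in one direction ranged from 0 to 25 and DEGs with a changed direction from 1 to 30. Transporter genes ranged from 0 to 0 downregulated at 5 d, from 7 to 75 altered at 11 d and from 39 to 58 altered at 20 d. Interactions ranged from 0 to 2501 for 11 d against 5 d, from 0 to 595 for 20 d against 11 d, from 13 to 163 for 20 d against 5 d and from 417 to 2878 for 20 d against 18 d with 50% FC. PC1 ranged from 43.6% to 49.0%, PC2 from 19.6% to 25.1%, and the PC2 difference between WD and control from 104 to 136. At 11 d the count was 587 without WD replicate 3, 870 without control replicate 3 and 9327 without control replicate 1.

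Of 113 results for a named gene at a harvest, 48 kept their direction and their side of the threshold under every alternative, 38 lost a call somewhere, 25 gained one and 2 changed direction: BOR1 BnaC04g51480D at 11 d, with log2 fold changes from -0.67 to 0.0548 across the fits that each left out one library, the highest without WD 11 d replicate 2, and Acyl-CoA oxidase BnaC03g49190D at 20 d, with log2 fold changes from -0.23 to 0.0155, the highest without control 20 d replicate 3.

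Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many DEGs at 5 d, at 11 d and at 20 d, at any harvest, at all 3 harvests and with a changed direction, and as many transporter genes at 11 d and at 20 d. For transporter genes downregulated at 5 d and the interactions of 11 d against 5 d and 20 d against 11 d, all at 0, it was 4 of 4; unadjusted, 13 transporter genes and 5450 and 5863 interactions had a p of at most 0.05. With 4 splits no share below 1 of 4 is possible, so these splits cannot decide for or against a chance split. The largest other count was 1116 genes, with 27 transporter genes, at 11 d, in the split that groups WD replicate 1 with control replicates 2 and 3. For counts over several harvests the labels were exchanged in 1 replicate number at all 3 harvests at once, and for interactions the harvests. The other 6 splits of each harvest part 1 pair and gave up to 711 genes at 11 d and 0 at 5 d and 20 d, where the real split gave 4047 and 18515 genes at an unadjusted p of at most 0.05.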

Differences from the paper's values

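The number of DEGs at 5 d was 18, against the paper's 525. The number of upregulated DEGs at 5 d was 12, against the paper's 294, and that of downregulated DEGs at 5 d was 6, against the paper's 231. Of the alternatives set before the data were examined, each harvest fitted alone came within 1.5 times of the paper's values, with 554, 270 and 284; the others, including the likelihood ratio test with 204 and DESeq2 with 198, did not. With 2 models of 12 libraries and the likelihood ratio test, chosen after seeing the values, the numbers were 527, 296 and 231.

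The share of 5 d DEGs found at 5 d only was 5.56%, against the paper's 38%. Among the alternatives set before the data were examined it was 25.5% with the likelihood ratio test and 37.9% with each harvest fitted alone, within 1.5 times of the paper's value, and further off in the others. With 2 models and the likelihood ratio test, chosen after seeing the values, it was 38.7%.

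At all 3 harvests, 12 genes were upregulated, against the paper's 111, and 5 downregulated, against the paper's 66. No alternative set before the data were examined came within 1.5 times; the nearest were DESeq2 with 62 and 40 and the likelihood ratio test with 59 and 40. With 2 models and the likelihood ratio test, chosen after seeing the values, the numbers were 111 and 66.

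The number of DEGs that changed direction was 6, against the paper's 22. Of the alternatives set before the data were examined, the likelihood ratio test gave 28, DESeq2 21 and the fit without control 11 d replicate 1 30, within 1.5 times of the paper's value; the others did not. With 2 models and the likelihood ratio test, chosen after seeing the values, it was 25.

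PC1 held 46.2% of the variance, against the paper's 30%. Of the alternatives set before the data were examined, unit variance gave 31.3%, no filter on low counts 39.8%, 24 libraries 43.9%, and the fits without control 20 d replicate 2 and replicate 3 43.6% and 44.6%, all within 1.5 times of the paper's value; the others did not.

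The number of transporter genes downregulated at 5 d was 0, against the paper's 9, with 13 genes at an unadjusted p of at most 0.05. None of the alternatives set before the data were examined came within 1.5 times; DESeq2 gave 4, and the likelihood ratio test, each harvest fitted alone and adjustment over the list alone gave 3. With 2 models and the likelihood ratio test, chosen after seeing the values, it was 9.

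The paper lists protein folding among the enriched terms of the genes regulated at all harvests. GO terms were not analysed here; of the 34 genes annotated as heat shock proteins or chaperones in the part of Supplementary Data S3 that was read, 0 were called at all 3 harvests. With 2 models and the likelihood ratio test, chosen after seeing the values, 9 were, an odds ratio of 13.2. The log2 fold changes of the named genes were compared with the paper's supplements in 99 cases. They had the other sign in 0, and the absolute difference had a median of 0.02 and a maximum of 0.30; apart from 4 lower bounds, it was never above the standard error. In 17 of the cases the paper's supplements give an adjusted p of at most 0.05 and the value here was above 0.05. Among the alternatives set before the data were examined, each harvest fitted alone called 7 of the 17, the likelihood ratio test 6, DESeq2 5, no replicate block 3, 2 models of 12 libraries and 24 libraries 2 each, and unstranded counts and the fit without WD 20 d replicate 1 called 1 each. Of the alternatives chosen after seeing the values, a replicate block within each harvest called 3 and 2 models with the likelihood ratio test called all 17.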

Other observations

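The tests on the number of DEGs at 5 d, on a library from the 5 d harvest and on other splits were chosen only after the results were seen.

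The 11 d control libraries had the largest spread of the 8 groups, with a median SD across genes of 0.358 (log2), against 0.209 to 0.322 in the other 7. Along the line from the mean of the 5 d controls (0) to that of the 20 d controls (1), they lay between 0.207 and 1.00, with an SD of 0.398, against an SD of 0.0974 in the 11 d WD libraries. With every library thinned to the smallest the SD was 0.395, and without the 100 genes with the most counts it was 0.398, so that neither depth nor a few genes with many counts accounts for it. The smallest distance between an 11 d control and a 20 d control was 0.730 (replicate 2, at 0.644 on the line), beyond the largest of the 3 distances between 20 d controls, 0.688, and replicate 3, at 1.00 on the line, lay 0.805 from the nearest. These distances go against a library from the 20 d harvest, as far as 3 distances can. Replicate 1 lay 0.710 from the nearest 5 d control, within the largest distance of 0.732 between 5 d controls, but its position of 0.207 on the line is above their highest of 0.0810, so the spread cannot be told apart from that of a group with a library from the 5 d harvest. Replicates 2 and 3 lay 1.13 and 1.54 from the nearest 5 d control. Of the spread within the 11 d controls, 42.0% lay along this line, against 0.841% to 6.94% in the other 5 groups. Plants at different developmental stages are a candidate explanation. GC content, gene length and reads from other organisms were not analysed here, so technical explanations remain.

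For the lower number of DEGs at 5 d than the paper's, 2 explanations were tested. The likelihood ratio test in 2 models of 12 libraries called 149 of the paper's 149 DEGs of 5 d among the genes read from Supplementary Data S3, where the quasi-likelihood test on 18 libraries called 5. The 6 libraries of 5 d fitted alone with the quasi-likelihood test gave 554 genes, within 1.5 times of the paper's 525, against 18 in the shared model, with a common dispersion of 0.0220 against 0.0752, and called 85 of the 149. The larger spread of other libraries in the shared variance estimate thus remains a candidate explanation for the number at 5 d only. With each harvest fitted alone, 0 of the paper's 1203 DEGs of 11 d among the genes read were called, and 1391 of its 1416 DEGs of 20 d. For the genes read, the value at 11 d argues against separate fits as the paper's setting. Fitted with the 18 d libraries, whose common dispersion alone was 0.0915, the quasi-likelihood test called 22 genes at 5 d. The likelihood ratio test in the model of 18 libraries called 54 of the 149. With the test and the grouping of libraries changed together, 1203 of the paper's 1203 DEGs of 11 d were called as well. At 20 d, 1414 of its 1416 DEGs were. The log2 fold changes of the genes read then differed from the paper's by a median of 7.6e-06 at 11 d and 0.000325 at 20 d. Of the settings compared with the paper's values, this one, chosen after seeing the values, came closest at every harvest. It is thus the stronger candidate explanation for the genes read. In that setting the 5 d libraries share a model with the 18 d libraries, and the log2 fold changes at 5 d differed from the paper's by a median of 0.000718, against 0.0171 with the 5 d libraries fitted alone, so the 18 d libraries may have been part of the authors' model. In the simulated data, where genes were changed at 11 d only, the likelihood ratio test made 46 false calls among 150 at 11 d, against 8 among 86 for the quasi-likelihood test. At 5 d it made 14, against 0. Each gene had the same spread in all 18 simulated libraries, unlike in the data, and the 2 models of 12 libraries were not simulated. The simulation thus cannot decide on the calls of that setting.

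With the likelihood ratio test in 2 models, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes at 5 d (527, at most 25 in the others), at 11 d (5352, at most 2399) and at 20 d (9366, at most 0, with 16070 genes at an unadjusted p of at most 0.05 under the real labels). A share below 1 of 4 is out of reach with 4 splits, so they cannot decide against a chance split. The other 6 splits, which part 1 pair, gave up to 31, 2896 and 44 genes.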
